# Scrt1, a transcriptional regulator of β-cell proliferation identified by differential chromatin accessibility during islet maturation

**DOI:** 10.1038/s41598-021-88003-2

**Published:** 2021-04-22

**Authors:** Jonathan Sobel, Claudiane Guay, Ofer Elhanani, Adriana Rodriguez-Trejo, Lisa Stoll, Véronique Menoud, Cécile Jacovetti, Michael D. Walker, Romano Regazzi

**Keywords:** Computational biology and bioinformatics, Molecular biology, Physiology, Endocrinology

## Abstract

Glucose-induced insulin secretion, a hallmark of mature β-cells, is achieved after birth and is preceded by a phase of intense proliferation. These events occurring in the neonatal period are decisive for establishing an appropriate functional β-cell mass that provides the required insulin throughout life. However, key regulators of gene expression involved in functional maturation of β-cells remain to be elucidated. Here, we addressed this issue by mapping open chromatin regions in newborn versus adult rat islets using the ATAC-seq assay. We obtained a genome-wide picture of chromatin accessible sites (~ 100,000) among which 20% were differentially accessible during maturation. An enrichment analysis of transcription factor binding sites identified a group of transcription factors that could explain these changes. Among them, Scrt1 was found to act as a transcriptional repressor and to control β-cell proliferation. Interestingly, *Scrt1* expression was controlled by the transcriptional repressor RE-1 silencing transcription factor (REST) and was increased in an in vitro reprogramming system of pancreatic exocrine cells to β-like cells. Overall, this study led to the identification of several known and unforeseen key transcriptional events occurring during β-cell maturation. These findings will help defining new strategies to induce the functional maturation of surrogate insulin-producing cells.

## Introduction

Pancreatic β-cells are highly specialized cells displaying the unique functional feature to release insulin in response to glucose and other stimuli. Inability of β-cells to secrete the appropriate amount of insulin to cover the organism’s needs leads to diabetes mellitus. β-cells acquire the ability to secrete insulin through a poorly understood postnatal maturation process involving transcriptional reprogramming of gene and non-coding RNA expression that becomes complete only after weaning^1,2^. In rats, this process occurs at around 21 days after birth^1,3,4^. Cells that produce and secrete insulin can be generated in vitro using various methods^5,6^ and are similar to β-cells in many aspects. However, these cells show lower glucose-stimulated insulin secretion (GSIS) and transcriptome differences compared with normal β-cells^7^. Consequently, there is a need to understand better the regulation of the maturation process to enable the engineering of fully functional surrogate insulin-producing cells. Likewise, the transcriptional control of pancreas development and islet differentiation remains a subject of intensive investigations^8–11^. In the past decade, the emergence of various next-generation sequencing technologies and experimental procedures have allowed querying of epigenome and gene expression profiles with unprecedented precision at a genome-wide or transcriptome-wide scale. Indeed, Ackermann et al. identified human *α* and β-cell specific mRNAs and regulatory elements using RNA-seq and ATAC-seq, respectively^12^. The ATAC-seq method probes DNA accessibility with a hyperactive Tn5 transposase, which inserts sequencing adapters into accessible chromatin regions. Sequencing reads can then be used to infer regions of increased accessibility, as well as to map regions of transcription factor binding and nucleosome position^13^. This allows the identification of transcription factors (TFs) that will bind to specific binding sites (TFBS) located in an open chromatin region, which can be close or distant to the transcription start site (proximal/distal regulation). Moreover, sets of TFs can cooperate on cis-regulatory modules (CRM), which are DNA stretches of about 100–1000 bp, to produce specific regulatory events^14^.

Taking advantage of this approach, we aimed at determining how neonatal islet maturation in rat is controlled at the transcriptional level, and to identify the key transcription factors involved. Open chromatin regions in the islets of 10-day-old (P10) and 3-month-old (adult) rats were analysed by ATAC-seq. About 100,000 putative regulatory regions were identified using this method, 20% of which displayed significant accessibility changes upon maturation. Using two different computational approaches to investigate potential TFBS motifs in the regions with accessibility changes, we identified putative regulatory elements in the promoter or in distal CRM of genes encoding differentially expressed mRNAs that may be implicated in islet maturation. As a result, a global picture of the transcriptional events taking place during pancreatic islet maturation was obtained. The involvement in post-natal β-cell maturation of a novel transcriptional regulator, Scrt1, identified in our computational analysis was confirmed experimentally. *Scrt1* expression was found to be controlled by the transcriptional repressor RE-1 silencing transcription factor (REST) and to increase during the course of reprogramming of pancreatic exocrine cells into β-like cells^15^.

## Results

To study the transcriptional regulation of pancreatic islet maturation, we performed high throughput sequencing of transposase-accessible chromatin of newborn and adult rat islets (Fig. 1a). 

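ATAC-seq marks open chromatin with the Tn5 transposase, which inserts sequencing adapters where DNA is accessible. Libraries were made from dissociated islet cells of 3 adult male rats of around 90 days and of pups from 3 litters aged 10 days, with 1 library per adult rat and per litter. The authors aligned the reads to the Rn5 assembly with BWA, discarded mitochondrial reads and reads of low mapping quality, called peaks with MACS2 on the pooled reads of each age, joined both sets of ACS, and counted the Tn5 integrations of each library in each ACS with pyDNase. They deposited these counts without normalization, so the counts are of integrations inside ACS only. The 3 adult libraries held 11903909, 10319487 and 7916919 integrations in ACS, and the 3 P10 libraries held 21168463, 13491534 and 18108935. Library sizes were taken as these sums and scaled by the trimmed mean of M values (TMM), which gave factors from 0.93 to 1.04. Differences between ages were then tested with limma's voom method, which weights each log2 count by its precision, and p-values were adjusted by the Benjamini-Hochberg method. Positive log2 fold changes mean more integrations in adults. Replicates of the same age differed by more than counting error, with a chi-square per degree of freedom between 3.35 and 7.81 for the 6 pairs, so no 2 libraries were treated as repeats of each other. The P10 libraries held more integrations, and counting error is largest at ACS with few counts. The scaling and the count level are therefore among the choices that could change the numbers. Age, sex of the animals, single rats against litters and the isolation of the islets differ together between the groups. By the paper's methods, P10 pancreases were pooled and shaken in collagenase, whereas in adults collagenase was injected into the duct.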

Post-natal β-cell maturation in rat has been shown to occur on a slightly different time frame compared to mice^3,4,16^. Consistent with the data in the literature we previously observed that P10 rat β-cells have a high proliferative capacity compared to adult mature β-cells but are unable to secrete insulin in response to glucose^1^. Therefore, we elected to compare chromatin accessibility in 10 days-old rat islets (P10) and in adult rat islets. Bioinformatic methods for reads alignment, quality control, peak detection, differential accessibility analysis and motif finding were applied. For example, the Magnesium Transporter 2 (*Mrs2*) locus depicts two prominent ATAC-seq signal peaks, and the 3′ end peak shows an important increase of accessibility after the maturation process (Fig. 1b). 

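In the deposited counts, the 3′ end site of *Mrs2* lies on chromosome 17 of Rn5 from 43949035 to 43949414, inside the gene and 683 bp from its nearest end. Its integrations, as CPM after TMM scaling, were 48.0 ± 6.10 (SD, n = 3) in adults and 7.28 ± 0.93 (SD, n = 3) in P10 islets. The log2 fold change was 2.72 (standard error 0.20, adjusted p = 4.35e-08 from limma's voom test with Benjamini-Hochberg adjustment), and it stayed between 2.61 and 2.82 when each library was left out in turn. The other prominent site overlaps the gene start, from 43931883 to 43932891. There the values were 50.1 ± 7.25 (SD, n = 3) in adults and 40.7 ± 2.88 (SD, n = 3) in P10 islets, a log2 fold change of 0.29 (standard error 0.16, adjusted p = 0.296 from the same limma test), and the ranges of both groups overlapped. The log2 fold change at the gene start lay between 0.19 and 0.42 in those fits, and it was called Up in the fit without adult replicate 5 (0.42, adjusted p = 0.107 from the limma test). Of 5 ACS with *Mrs2* as the nearest gene, 1 was called Up and none Down.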

Quality control of the samples (Table 1) showed an average of 370 million reads sequenced with 94.3% of reads with a MAPQ score above 30. 

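The integrations counted in ACS were a small part of these reads. They came to 3.05, 2.84 and 2.48 per 100 total reads in adult replicates 4, 5 and 6, and to 5.77, 4.20 and 4.05 in P10 replicates 1, 2 and 3. The mean was 2.79 ± 0.29 (SD, n = 3) in adults and 4.67 ± 0.95 (SD, n = 3) in P10 islets, with no overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The median ACS held between 36 and 53 integrations in the adult libraries and between 63 and 96 in the P10 libraries. The 10 ACS with the highest mean counts took between 1.07% and 1.77% of the integrations of a library, so no library was ruled by a few sites.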

The analysis of fragment size distribution showed the expected profile of ATAC-seq (Supplementary Fig. S1a) with usual oscillations due to the presence of nucleosomes. In addition, adult and P10 samples were well clustered, when evaluated by the correlation between samples (Supplementary Fig. S1b) or using the first PCA component (Supplementary Fig. S1c). 

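Correlations were computed between libraries over 101603 ACS, on log2 CPM with a prior count of 2. Pearson's r was between 0.924 and 0.931 for the pairs of adult libraries and between 0.943 and 0.957 for the pairs of P10 libraries. For the 9 pairs of an adult with a P10 library it was between 0.894 and 0.918. The mean of the 6 pairs within an age exceeded the mean of the 9 pairs between ages by 0.0345, the largest difference among the 10 ways of splitting the libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p possible). The difference rose to 0.0677 over ACS with a mean of at least 50 counts, the alternative that moved it most. The first principal component held 41.8% of the variance. Its scores were 116, 44.6 and 90.0 for the adult libraries and -61.2, -101 and -88.0 for the P10 libraries, again the largest separation among the 10 splits (exact permutation test, two-sided, p = 0.1). The second component held 20.3% and did not follow age. Its scores were 93.8 for adult replicate 4 and 59.5 for P10 replicate 1, and negative for the remaining libraries. These are the libraries with the most integrations of each age, and the cause was not tested. From the correlation and the first component, the paper states that adult and P10 samples clustered well.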

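The deposited table lists 101941 entries, of which 338 repeat a site that is listed with a second nearest gene. Counted once, the sites do not overlap each other, lie on 20 autosomes and chromosome X, and have a median width of 373 bp, with a range from 202 to 2817 bp. The median site held a mean of 64.8 integrations per library, and 10.6% of the sites held a mean under 20. No site was left out for low counts in the tests of accessibility.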

To detect accessible sites (ACS), we performed a peak calling using MACS2^17^ (Methods), leading to the detection of ~ 102,000 ACS (Supporting Information 1). These sites were quantified in each sample separately and annotated with the closest transcription start site (TSS). Moreover, a differential accessibility analysis was performed using EdgeR^18^ (Fig. 1c, top), and the values of the analysis reported in the source data (1). ACS were divided in three groups: Stable, significantly more accessible in P10 (Down) and significantly more accessible in adults (Up), with p-value < 0.05 and FDR < 0.2. 

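Of the ACS tested once each, 12351 were called Up and 6254 Down at a p-value under 0.05 and an FDR under 0.2, from limma's voom test with Benjamini-Hochberg adjustment. These are 12.2% and 6.16% of the ACS, and 18.3% together. The median log2 fold change was 0.89 in Up ACS and -0.93 in Down ACS. Every adult library lay above every P10 library in 85.5% of the Up ACS, and every adult library lay below every P10 library in 82.7% of the Down ACS. The groups did not overlap in 24.7% of all ACS, against 10% that chance gives for 3 libraries against 3. The split between Up and Down followed the scaling. With column sums in place of TMM factors, 10359 ACS were Up and 10127 Down. With the total reads of Table 1 as library sizes, which moved the counts most, 1152 were Up and 61320 Down. Those totals include reads that were later discarded, and adult libraries held fewer integrations in ACS per read. This scaling therefore also carries the difference in the share of reads counted in ACS. The Up calls also depended on the count level. When the ACS were split into 10 equal groups by mean count, 0.41% of the lowest group were Up and 5.0% Down, whereas in the ninth group 20.4% were Up and 5.62% Down, and in the highest group 13.1% were Up and 4.71% Down. The median standard error of the log2 fold change was 0.49 in that lowest group and 0.17 in the highest.

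**Figure D1:**
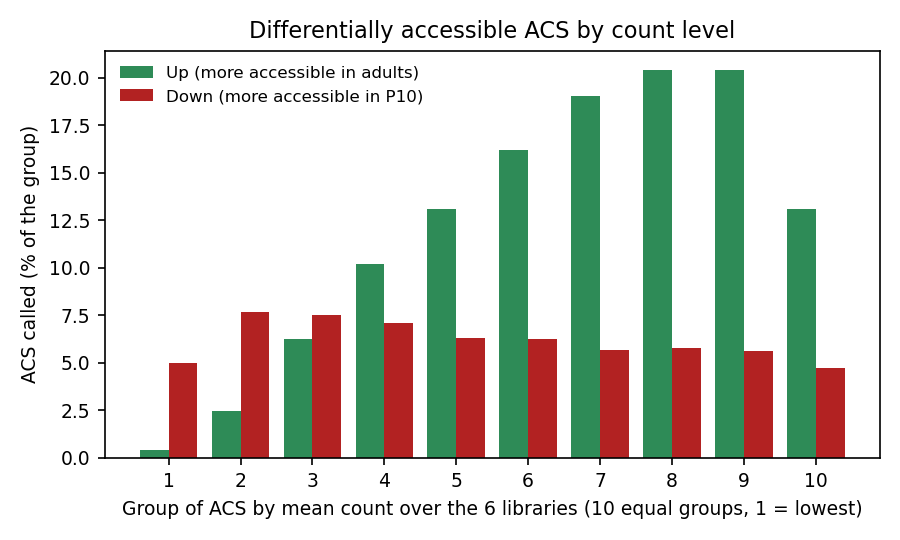
Share of ACS called Up (more accessible in adults) and Down (more accessible in P10) in each of 10 equal groups of ACS by mean count over the 6 libraries, in percent of the group. Up calls rise from 0.41% in the lowest group to 20.4% in the ninth and are 13.1% in the highest, while Down calls stay between 4.71% and 7.69%.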

About 20% of the ACS showed differential accessibility upon maturation with 11.8% of down ACS and 7.1% of up ACS (Fig. 1c, bottom).

**Figure 1:**
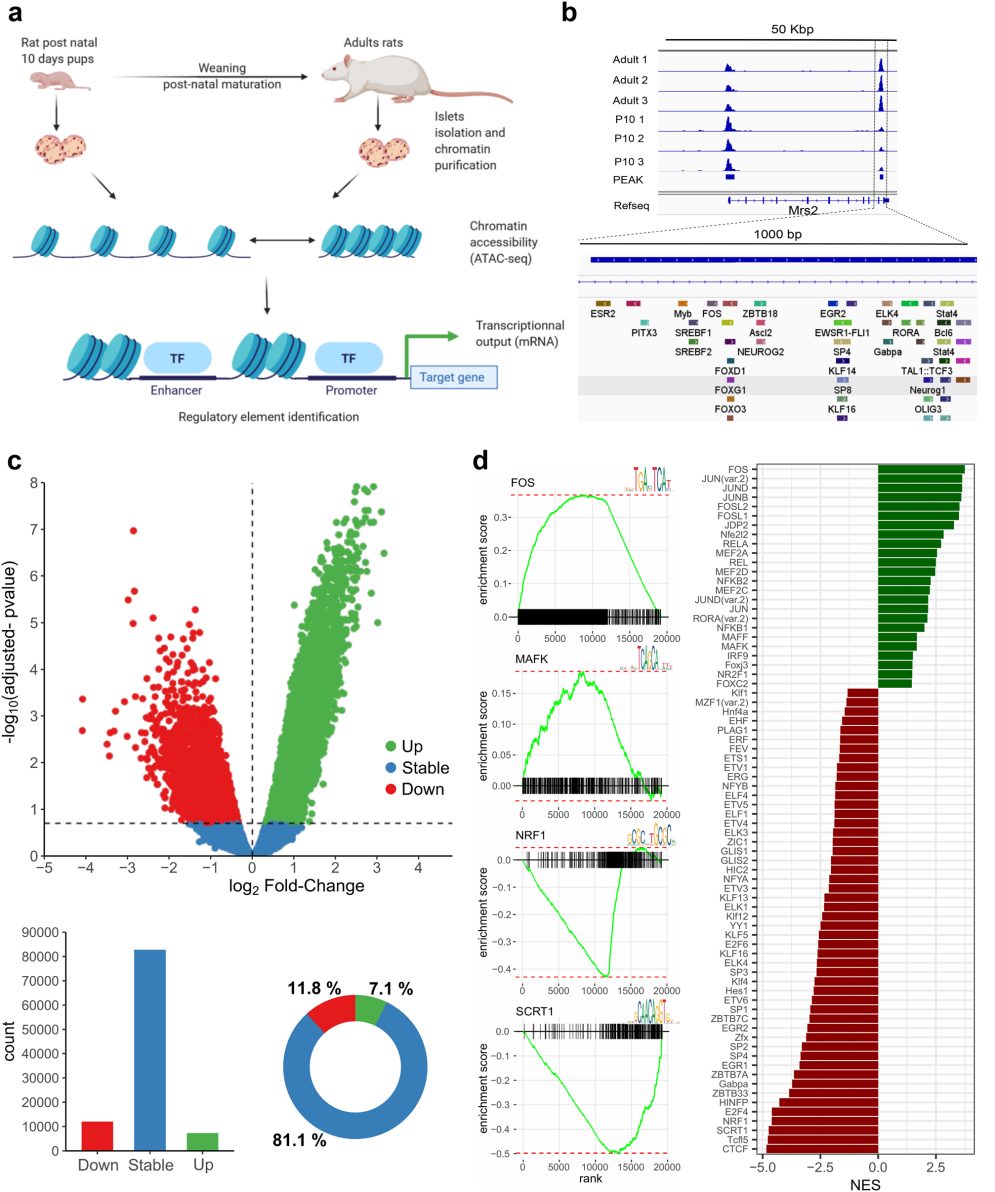
ATAC-seq successfully identified accessible sites (ACS) and transcription factor binding sites (TFBS) motif associated with pancreatic islet maturation. (**a**) Summary of the experimental design. Nuclei were extracted from the islets of 3 adult rats and 3 litters of rat pups at postnatal day 10 (P10) to perform the Tn5 reaction as described in^51^ and prepare the library for sequencing. The computational pipeline involved a quality control of the sequencing data followed by read alignment to the rat reference genome (Rn5 assembly). ACS were identified using the peak calling tool MACS2^17^ and quantified for each sample separately. The ACS sequences were scanned using FIMO^20^ and analyzed to identify TFBS motifs that are implicated in the islet maturation process and in related pathways (See methods). (**b**) Example of identified ACS. The ACS nearby *Mrs2* transcription end site is significantly higher in adult rats. This ACS contains several TFBS motifs. (**c**) Differential analysis of Trn5 integrations in accessible sites. On the top, the volcano plot representation of the log_2_ fold-change of Trn5 integration between P10 and adult rat islets in the x-axis, and the FDR adjusted p-value in the y-axis. ACS more accessible in adults are represented in green (Up), those more accessible in P10 in red (Down), and those remaining stable in blue (p-value < 0.05, FDR < 0.2, n = 3). Below, the barplot of the number of ACS changing along postnatal maturation and the donut plot of the percentage of Up, Down and stable ACS. (**d**) Motif enrichment analysis in ACS identified putative regulators of postnatal pancreatic islet maturation. The left panels represent four enriched TFBS motifs. The right panel represents the FGSEA normalized enrichment score for top enriched motifs (FGSEA adjusted p-value < 0.05). See also Supplementary Figure S1 and Supplementary Table 1,2,3.

**Table 1:** ATAC-seq libraries quality control.

Sample	Total reads in library	Percentage with MAPQ ≥ 30
A2_4	390,125,344	96.6
A2_5	363,039,104	94.8
A2_6	319,607,584	95.7
P2_1	366,722,400	93.7
P2_2	320,852,352	94.1
P2_3	447,404,512	91.2

### Promoter and distal ACS depicted distinct accessibility patterns along islet maturation

To assess the impact of the ACS location in respect to the closest gene, we used ChIPseeker^19^ to annotate our ACS and 100,000 randomly selected sites (Supplementary Fig. S1d). 

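The share of ACS inside genes was computed from the gene spans that the deposited annotation gives for 14752 nearest genes, with exons and introns taken together. The midpoint of the ACS lay inside such a gene in 35.9% of cases (95% Wilson interval 35.6% to 36.2%). Of 100000 random positions on the same chromosomes, 28.0% did (95% Wilson interval 27.7% to 28.2%). The intervals cover sampling error only. Genes not listed as nearest to any ACS are missing, so random positions inside them count as outside. This can favour the ACS, so the size of the difference is not settled. Under the annotation's own categories, which compare each site with its nearest gene alone, 30.8% of the ACS had a base inside that gene. Of all ACS, 8.52% overlapped a gene start and 22.1% lay within a gene.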

ACS were enriched for exonic and intronic sequences and transcript start sites as opposed to random sites (Supplementary Fig. S1e). 

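Among the Up ACS, 88.4% were of the distal class, against 77.2% of the Down ACS. This difference of 11.2 percentage points had p = 1.55e-85 in Fisher's exact test over ACS, which are not independent replicates. The TSS class held 2.49% of the Up ACS, 12.8% of the Down ACS and 12.0% of the stable ACS. The difference between Up and Down was -10.3 points for this class (Fisher's exact test, p = 6.62e-161). Across libraries, 25.5% ± 0.86 (SD, n = 3) of the integrations in ACS fell into the TSS class in adults and 28.2% ± 0.66 (SD, n = 3) in P10 islets, without overlap between the groups (exact permutation test, two-sided, p = 0.1, the smallest p possible). The distal difference kept its direction under each alternative that was run. It was largest with cyclic loess scaling and limma-trend, at 21.9 points, and fell to 5.69 points without P10 replicate 1 and 5.79 points without adult replicate 6, whereas it was 20.1 points without P10 replicate 3.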

Interestingly, ACS more accessible in adults (up), were enriched in distal sites and intron as compared to ACS less accessible in adults (down), which were enriched in promoters. We observed that 2/3 of the ACSs were distal sites and about 10% were located in the TSS or proximal class.

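In the deposited annotation, 80543 ACS (79.3%, 95% Wilson interval 79.0% to 79.5%) were of the distal class, 10005 (9.85%, 95% Wilson interval 9.66% to 10.0%) of the proximal class and 11055 (10.9%, 95% Wilson interval 10.7% to 11.1%) of the TSS class. Limits of 1000 bp and 10000 bp from the gene start gave the same class for all but 5 ACS. When the shortest distance to either end of the gene was used in place of the distance to its start, the distal share was 74.8%. The median of the mean count was 236 integrations in the TSS class, 76.5 in the proximal class and 56 in the distal class, so TSS sites were measured with the higher precision.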

### Identification of transcriptional regulators and chromatin remodelers of pancreatic islet maturation

Accessibility analysis enables the detection of TFs or TFBS affecting the chromatin state and the transcription of nearby genes. In order to decipher the combinatorial code of transcription factor binding sites that allows islet maturation, we scanned the sequence of each ACS using FIMO^20^ together with the position weight matrices of Jaspar 2016^21^. With these sequence scans we could perform a motif set enrichment analysis for the accessibility in P10 or in adult islet cells using the FGSEA algorithm^22^ (Supplementary Table 2, Fig. 1d). Thus, using the set of significantly changing ACS and their respective accessibility log_2_ Fold Change, we were able to identify TFBS motifs that were either enriched in P10 or in adult rat islets. Several TFBS, previously implicated in islet maturation, were significantly enriched, such as MAF, FOX, FOS/JUN, NRF, and E2F^23–28^. Moreover, several motifs recognized by transcriptional repressors and insulators such as SCRT1 or CTCF were also enriched in P10 islets. To confirm these results and detect additional motifs playing a role in islet maturation, we applied a penalized linear model GLMnet^29^ to all ACS with the matrix of motif match as predictors and the log_2_ fold-change as output vector. With this method, an activity (β) for each motif was computed (Supplementary Table 3). This allowed to confirm most of the hits discovered using the FGSEA and to detect additional TFBS motifs such as RFX, SREB, NKX6, REL, MEIS, and TEAD3.

**Table 2:** qPCR primer sequences (rat).

	Forward	Reverse
Cnb1	5′-TGCTTCAGGAGGGACTGACT-3’	5′-CCACCTCCCTCACACAAACT-3’
Glucagon	5′-GAAGTTACCGCCCTGAGATT-3’	5′-CGCATTTATGACAAAGGGTTC-3’
Hprt	5′-AGTCCCAGCGTCGTGATTAG-3’	5′-AATCCAGCAGGTCAGCAAAG-3’
Insulin2	5′-TGGGGAGCGTGGATTCTTCT-3’	5′-CAGAGGGGTGGACAGGGTAG-3’
MafB	5′-TATTCCAAGGAGTCGCCAAG-3’	5′-CTGAGAGCCAGTGTTCACCA-3’
NeuroD1	5′GGATGATCAAAAGCCCAAGA-3’	5-GCAGGGTACCACCTTTCTCA-3’
Nfatc1	5′-TTGGATTCTGACGAGCTGTG-3’	5′-GTGCAGCTGGATCAAGAACA-3’
Nfatc2	5′-CATTCCCATCTGCAGCATCC-3’	5′-CCGTCCCGATGAAGATCTGA-3’
Notch1	5′-CTATGTTGTGGACCATGGCG-3’	5′-CGGCTTGCTGACATGACTTT-3’
Pax6	5′-AGGAACCAGAGAAGACAGGC-3’	5′-GTACGAGGAGGTCTGACTGG-3’
Scrt1	5′-ACATTCTCTTCGGCAGACCT-3’	5′-GGATGGCCCTTTGAGCAATG-3’
Syt4	5′-TACCAGCCATGGATGAACAATC-3’	5′-CAAAACTCAGGACGGTGAAGTG-3’

**Table 3:** qPCR Primer Sequences (mouse).

Gene	F-primer	R-primer
Mouse Ins2	TGGCTTCTTCTACACACCCATG	AGCTCCAGTTGTGCCACTTGT
Mouse Pdx1	AGCTCACGCGTGGAAAG	CAGTACGGGTCCTCTTGTTT
Mouse Rest	AAGACTCATCTAACGCGACAC	GGGTCACTTCATGCTGATTAGA
Mouse Scrt1	GGAGTGCGACTGCAAGATAA	ACAGCCGCAGCATACATAG
Mouse Snap25	CCATCAGTGGTGGCTTCAT	TCAATCTCATTGCCCATGTCT
Mouse Tbp	ATTCCGCCTTCCCAGTATT	TCTAACAATTTACAAGCTGCGT

### ACS significantly affected were located near genes involved in islet maturation

Next, we investigated if ACS changing in P10 versus adult rat islets control the expression of genes displaying significant differences upon maturation^30^. Of the 19,311 ACS differentially accessible, 11,372 (~ 60%) were located in the vicinity of differentially expressed genes. These ACS were annotated as enhancers or repressors, depending whether their accessibility was respectively correlated or anti-correlated with the expression changes in the nearby gene (Supporting Information 1). As previously described^30^, several KEGG pathways were enriched by analyzing significantly changing genes nearby differentially accessible ACS. For instance, insulin secretion, circadian rhythm, and calcium signalling were enriched in adult, while carbon metabolism, PI3-Akt, and proliferation related annotations (cancer) were enriched in P10 (Supporting Information 1). Enhancer and repressor ACS contribute to the output gene expression. Thus, a gene may be regulated by several ACS, some bound by enhancer proteins, and others targeted by repressors.

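By the nearest gene that the deposited annotation gives, 7054 genes had at least 1 differentially accessible site and 3780 had at least 2. Both Up and Down ACS were present at 2047 genes, 54.2% of those with at least 2. Of the remaining genes with at least 2, the sites were all Up at 1320 and all Down at 413. When the Up, Down and stable calls were shuffled over the ACS 1000 times, between 2420 and 2622 genes had both. The number of genes with both was 616 at an FDR under 0.05 and 931 with the total reads of Table 1 as library sizes. The nearest gene need not be the gene that a site regulates, and expression was not used for these counts. The paper labels ACS as enhancers or repressors by whether accessibility goes with or against the expression of the nearby gene, and states that both kinds contribute to expression.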

### ACS display enhancer activity

Next, we experimentally tested if the identified ACS located near genes important for proper pancreatic β-cell function^31^ display enhancer activity. 

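The 4 ACS of the reporter assay that are reported here all passed the limits for differential accessibility. In Rn5, the *Syt4* site lies on chromosome 18 from 23903464 to 23903769, 1036 bp upstream of the gene. It held 9.01 ± 1.77 (SD, n = 3) CPM in adults and 2.27 ± 0.23 (SD, n = 3) in P10 islets, a log2 fold change of 1.97 (standard error 0.29, adjusted p = 7.56e-05 from limma's voom test with Benjamini-Hochberg adjustment). The remaining sites are on chromosome 3, all of them upstream of the nearest gene. The first *Pax6* site, from 102293937 to 102294227, is 33289 bp from the gene start, and its values were 5.33 ± 1.16 (SD, n = 3) in adults and 1.61 ± 0.44 (SD, n = 3) in P10 islets. The second *Pax6* site, from 102302140 to 102302680, is 25086 bp away and held 22.3 ± 2.90 (SD, n = 3) in adults and 9.89 ± 1.60 (SD, n = 3) in P10 islets. Their log2 fold changes were 1.73 and 1.19, with adjusted p-values of 0.00143 and 0.000512 from the same limma test. Of 24 ACS with *Pax6* as the nearest gene, 3 were called Up and 3 Down. A Down ACS 9186 bp from the gene start had a log2 fold change of -0.81 (adjusted p = 0.0282 from the limma test). It was called in all 6 fits that left out a library. The remaining Down ACS had adjusted p-values of 0.193 and 0.186 in the limma test and were called in 1 and 3 of those fits. The third Up ACS had an adjusted p of 0.15 in that test, with overlapping groups, and was called in 2 fits. The *Neurod1* site, from 73029107 to 73029383 and 50928 bp from the gene, held 6.15 ± 2.11 (SD, n = 3) and 1.99 ± 0.20 (SD, n = 3), a log2 fold change of 1.52 (standard error 0.32, adjusted p = 0.00304 from the limma test). At each of the 4 reporter sites the groups did not overlap, and each call held in all 6 fits that left out a library. With the total reads of Table 1 as library sizes, the second *Pax6* site was no longer called. Its log2 fold change was then 0.35 (adjusted p = 0.271 from the limma test), while the remaining reporter sites kept their call.

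**Figure D2:**
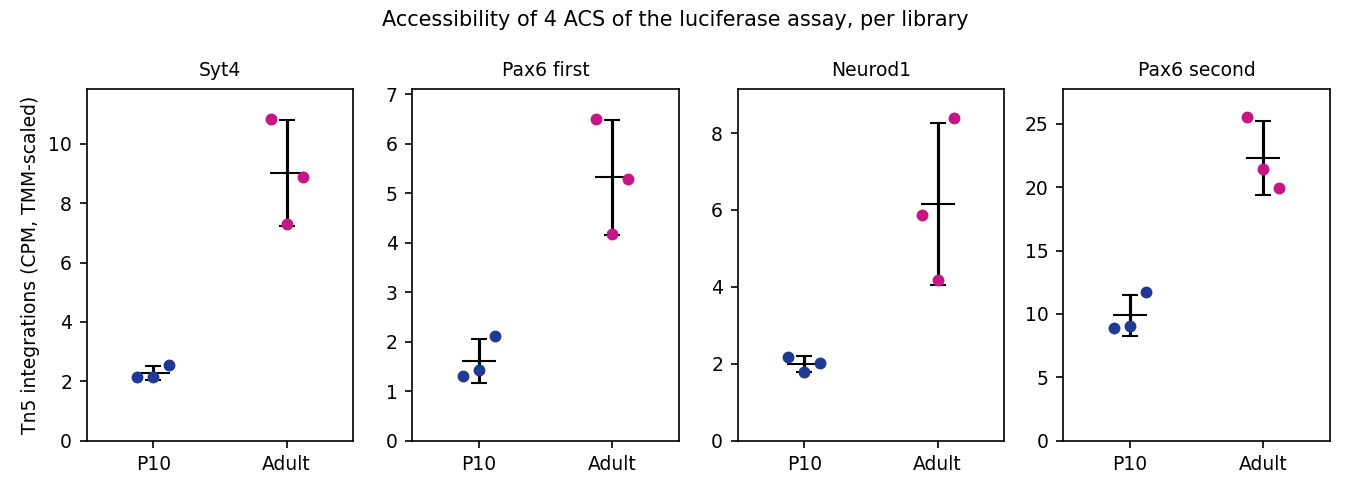
Tn5 integrations, as CPM after TMM scaling, at 4 ACS of the luciferase assay, with 1 point per library (P10, n = 3, and adult, n = 3), the mean as a horizontal line and the SD as bars. Adult libraries lie above P10 libraries at the *Syt4*, *Pax6* and *Neurod1* sites.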

For this purpose, 5 ACS sequences (Supplementary Table 4, Fig. 2a–c) near *Syt4, Pax6* (two ACS), *Mafb* and *NeuroD1* were cloned in a luciferase reporter construct driven by a minimal promoter. Interestingly, the inclusion of the ACS close to *Syt4, MafB*, and *NeuroD1* resulted in an increase in luciferase activity, compared to the empty pGL3 vector. In addition, mRNA expression of *NeuroD1* and *MafB*, tested by qPCR (Fig. 2d), confirmed the higher expression of these genes in 10-day-old pups. MAFB was previously described as a regulator of the pancreatic β-cell function^32^ and its expression to be decreased during β-cell maturation in mice^23^ (reported in Supplementary Fig. S2b). Here we detected a cis-regulatory elements containing various TFBS motifs including Meis1,2 or Glis2 located more than 10Kbp away from the *Mafb* gene that was less accessible in adult rats (Supplementary Fig. S2a). Thus, we concluded that the identified ACS are likely to be involved in transcriptional regulation of nearby genes.

**Figure 2:**
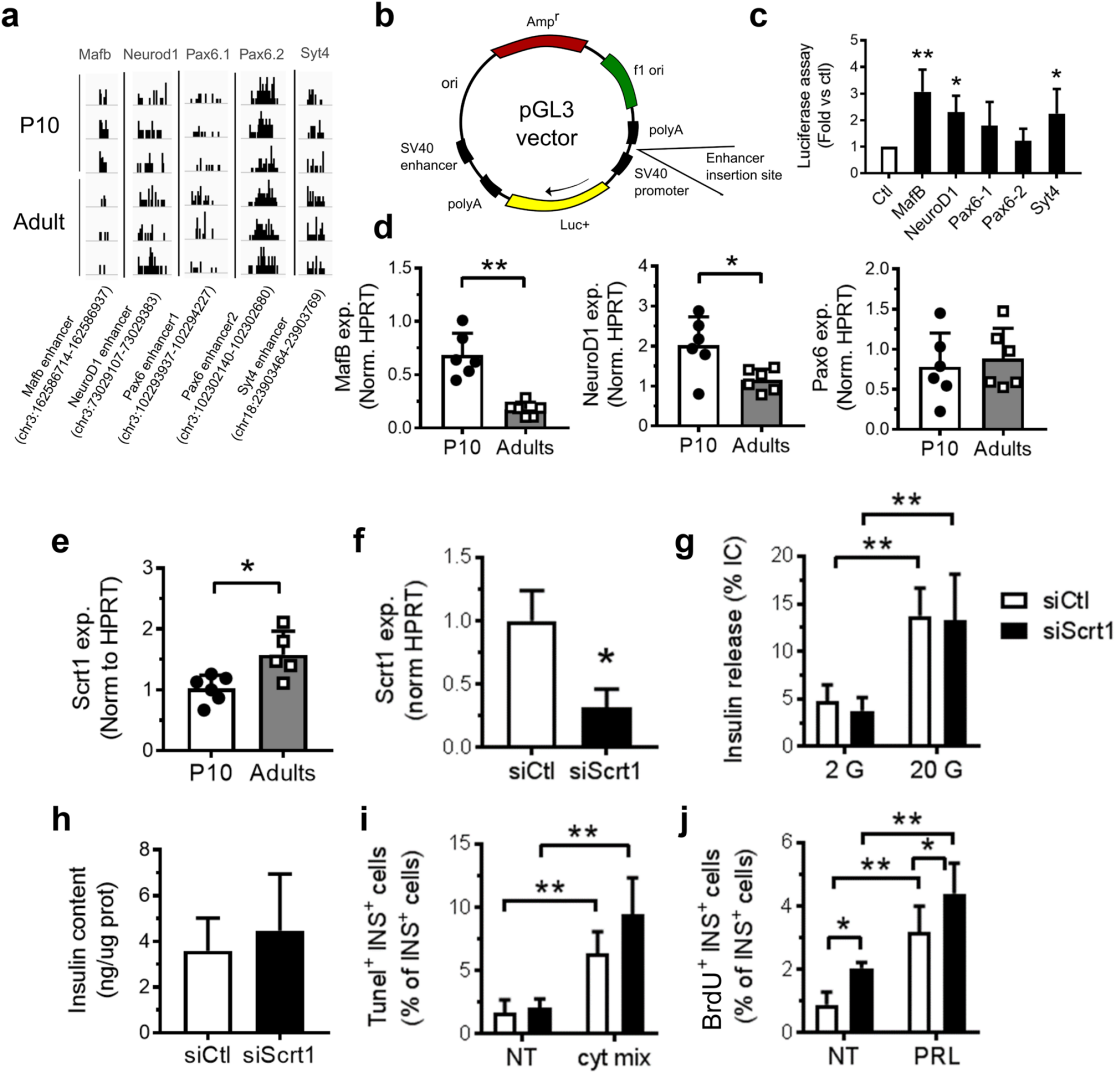
Enhancer activity assessment and Scrt1 function. (**a**) Trn5 integrations on *Mafb, Syt4, Neurod1* and two *Pax6* accessible sites. (**b**) Scheme of pGL3 vector used for the luciferase assay. (**c**) Luciferase activity was measured in INS 832/13 cells transfected with an empty pGL3 vector (Ctrl) or a pGL3 vector containing an enhancer region for the indicated gene (*Mafb, NeuroD1*, *Pax6* and *Syt4*). Results are expressed as fold change versus control. (**d**) Gene expression in P10 and adult rat islets were measured by qPCR and normalized to the housekeeping gene *Hprt1*. *Syt4* gene expression is available in Fig. 3. * p < 0.05, ** p < 0.01 by Student’s t-test or by one-way Anova, Dunnett’s post-hoc test. (**e**–**f**) *Scrt1* expression was measured by qPCR and normalized to *Hprt1* housekeeping gene levels. (**f**–**j**) Dispersed adult rat islet cells were transfected with a control siRNA (siCtl) or siRNAs directed against Scrt1 (siScrt1). Experiments were performed 48 h post-transfection. Insulin release in response to 2 or 20 mM glucose (**g,h**) insulin content were determined by ELISA n = 3. (**i**) Apoptosis of insulin-positive cells was assessed using Tunel assay in basal (NT) condition or in response to a mix (cyt mix) of pro-inflammatory cytokines (IL-1β, TNF-α and IFN-γ) n = 5. (**j**) The fraction of proliferative insulin-positive cells was determined by BrdU incorporation in basal (NT) or stimulated (prolactin, PRL) conditions, n = 6. * p < 0.05, ** p < 0.01 by Student’s t-test or by one-way Anova, Tukey’s post-hoc test. See also Source data (4) and supplementary Fig. S3.

### Scrt1 represses β-cell proliferation

We next focused on Scrt1, a transcriptional repressor involved in neuroendocrine development^33–35^ but whose functions in β-cells remain to be determined. Binding sites for this transcriptional repressor were highly enriched in the chromatin regions that close upon β-cell maturation. Thus, our hypothesis was that Scrt1 binding in those sites would close the chromatin. In agreement with the lower chromatin accessibility for Scrt1 binding sites, *Scrt1* expression is increased in adult rat islets compared to immature islets (Fig. 2e, Supplementary Fig. S2d). Interestingly looking into the data-set published by Qiu et al*. *^23^*, Scrt1* expression was also found to be augmented during maturation of mouse β-cells (Supplementary Fig. S2c). Transfection of adult rat islet cells with a set of siRNAs targeting Scrt1 led to a decrease in the expression of the repressor of about 70%. (Fig. 2f). Scrt1 knockdown neither affected glucose-stimulated insulin secretion (Fig. 2g) nor insulin content (Fig. 2h). Apoptosis measured by Tunel assay in both control condition or in response to pro-inflammatory cytokines was also not affected (Fig. 2i, supplementary Fig. S3a). Interestingly, knockdown of *Scrt1* in adult β-cells resulted in a rise in proliferation, suggesting an involvement of this transcriptional repressor in postnatal β-cell mass expansion (Fig. 2j, supplementary Fig. S3b).

### Identification of Scrt1 targets involved in maturation

As Scrt1 appears to regulate the proliferative capacity of β-cells, we next aimed at finding its targets. For this purpose, adult rat islet cells were FACS-sorted to separate *α*-cells and β-cells. We observed that *α*-cells and β-cells express *Scrt1* at similar levels (Supplementary Fig. S4a). Subsequently, an RNA-seq on β-cells exposed to a control siRNA or to siScrt1 was performed. Differential expression analysis between siScrt1 and control samples revealed that 168 genes were significantly impacted by silencing *Scrt1* with a FDR adjusted p-value below 0.05 (Fig. 3a). Of these 168 genes, 111 were down-regulated and 57 were up-regulated. The significantly changing genes were enriched with ACS containing Scrt1 motif in their surroundings (hypergeometric test p-value < 10^–6^). We then looked at the log_2_ Fold-change distribution of ACS located at the TSS, proximal or distal (Fig. 3b). We observed that genes having a Scrt1 motif containing ACS at the TSS or proximal were increased upon siScrt1 while a substantial part of the distal Scrt1 ACS were decreased. As expected, among the potential targets of Scrt1 we found genes related to proliferation such as *Notch1, Parp16, Ppp3r1, Ppp2r1b* and *Ywhag* (Fig. 3c). Moreover, some genes related to glucose signalling and GSIS such as *Syt4*, or to sphingolipid metabolism as *Ugt8* were down-regulated when knocking down *Scrt1*. Then, we compared the set of genes affected by *Scrt1* silencing and the ones differentially expressed upon maturation (in postnatal 10-day-old (P10) versus adult rat islets). A common set of 62 genes was found to change in both data sets with an FDR adjusted p-value below 0.05 (Fig. 3c, Supplementary Table 7). In addition, a gene ontology (GO term) enrichment analysis for biological processes revealed that autophagy and oxygen sensing are over represented in these 62 genes (Supplementary Table 8). Interestingly, a significant anti-correlation (Pearson’s correlation test, p-value = 0*.*013) was observed between the fold-changes from the comparison between siScrt1 versus siCtl in adult rat β-cells and P10 versus adult islets. The opposite change in the expression of *Nfatc1*, *Nfatc2*, *Notch1* and *Syt4* in response to *Scrt1* downregulation versus islet maturation was also confirmed (Fig. 3f,g, Supplementary Fig. S5).

**Figure 3:**
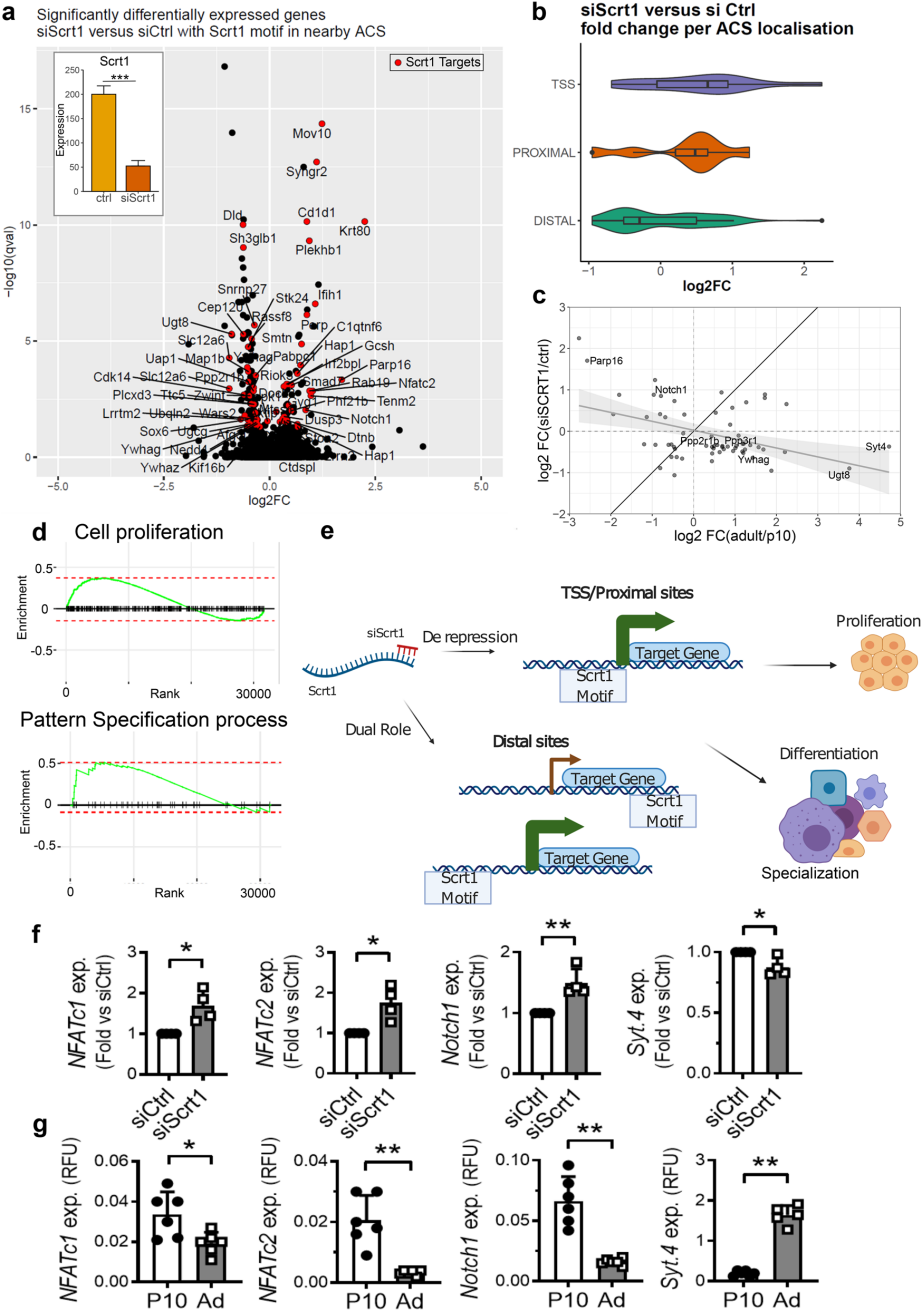
Changes induced by silencing *Scrt1* were anti-correlated with the maturation signature of islet cells. FAC-sorted adult rat β-cells were transfected with a control siRNA (siCtl) or siRNAs directed against Scrt1 (siScrt1). RNA extraction and library preparation for RNA-seq were performed 48 h post-transfection. (**a**) Volcano plot of gene expression changes induced by *Scrt1* knockdown. SCRT1 putative target genes (defined based on the presence of SCRT1 motif in ACS in the proximity of the gene) significantly altered are indicated with red dots and labels. In the top left, normalized counts from the RNA-seq data of *Scrt1* expression is represented with a barplot. (**b**) log_2_ fold changes distribution of significantly altered genes by siScrt1 containing a SCRT1 motif in an ACS either at the TSS (± 1Kbp), proximal (1-10Kbp) or distal (more than 10Kbp) from the gene. (**c**) Scatter plot of log_2_ fold changes of differentially expressed genes from adult/P10 measured by micro-array (n = 3) versus log_2_ fold changes of siScrt1/control measured by RNA-seq (n = 5). Several genes of interest are represented with their label. (**d**) Enrichment plot for two significant annotations using the FGSEA algorithm. (**e**) Scheme describing the siScrt1 hypothesis. Briefly, the siRNA for Scrt1 will reduce the mRNA level of the *Scrt1* gene and consequently the level of the protein. Thus, lower binding of SCRT1 will occur at target sites that will affect proliferation and specialization of β-cells. qPCR confirmation of gene expression in (**f**) FAC-sorted β-cells transfected with siCtrl or siScrt1 or in (**g**) P10 versus adult rat islets. Student T test, *p < 0.05, **p < 0.01. See also Supplementary Fig. S5 and Supplementary Tables 5, 6, 7, 8.

Next, we looked at the enriched gene ontologies using the FGSEA algorithm on the RNA-seq of siScrt1 and siCtrl. Cell proliferation and pattern specification process were among the highest hits (Supplementary Table 5, Fig. 3d).

Taken together our results suggest that Scrt1 act as a repressor that regulate proliferation through de-repression of genes at their TSS or in cis-regulatory elements, while specialization seems to occur through distinct mechanisms involving distal ACS (Fig. 3e).

### Scrt1 is a target of REST and is induced in exocrine to β-cell reprogramming

To gain insights in to the mechanisms underlying *Scrt1* regulation during β-cell maturation, we analysed previously published ChIP-seq data for hallmark β-cell transcription factors in mouse islets^36–38^. Interestingly, the *Scrt1* locus is bound by PDX1, FoxA2, NeuroD1, INSM1 and NKX6-1 (Fig. 4a). Moreover, this locus is marked by H3K4Me3 in islets^39^, suggesting that the *Scrt1* gene is active in the endocrine pancreas. Since REST (RE-1 silencing transcription factor) was previously reported to be an important repressor of β-cell genes that is silenced in adult islets^15,40,41^, we also reanalysed the binding of this transcriptional repressor^42^ to the *Scrt1* locus. Interestingly, REST binds the *Scrt1* locus in non-islet mouse and human cells (ES and Panc1 cells) (Fig. 4a, Supplementary Fig. S6), suggestive of a REST-mediated repression of the *Scrt1* gene. Given the identification of a REST binding site upstream of *Scrt1* gene (Fig. 4a), and a specific expression of *Scrt1* in endocrine and not in exocrine cells (Fig. 4c), as well as the recently published involvement of REST in acinar to β-cell reprogramming^84^, we sought to test the regulatory role of REST on Scrt1 expression, in this biologically relevant and well controlled reprogramming system.

**Figure 4:**
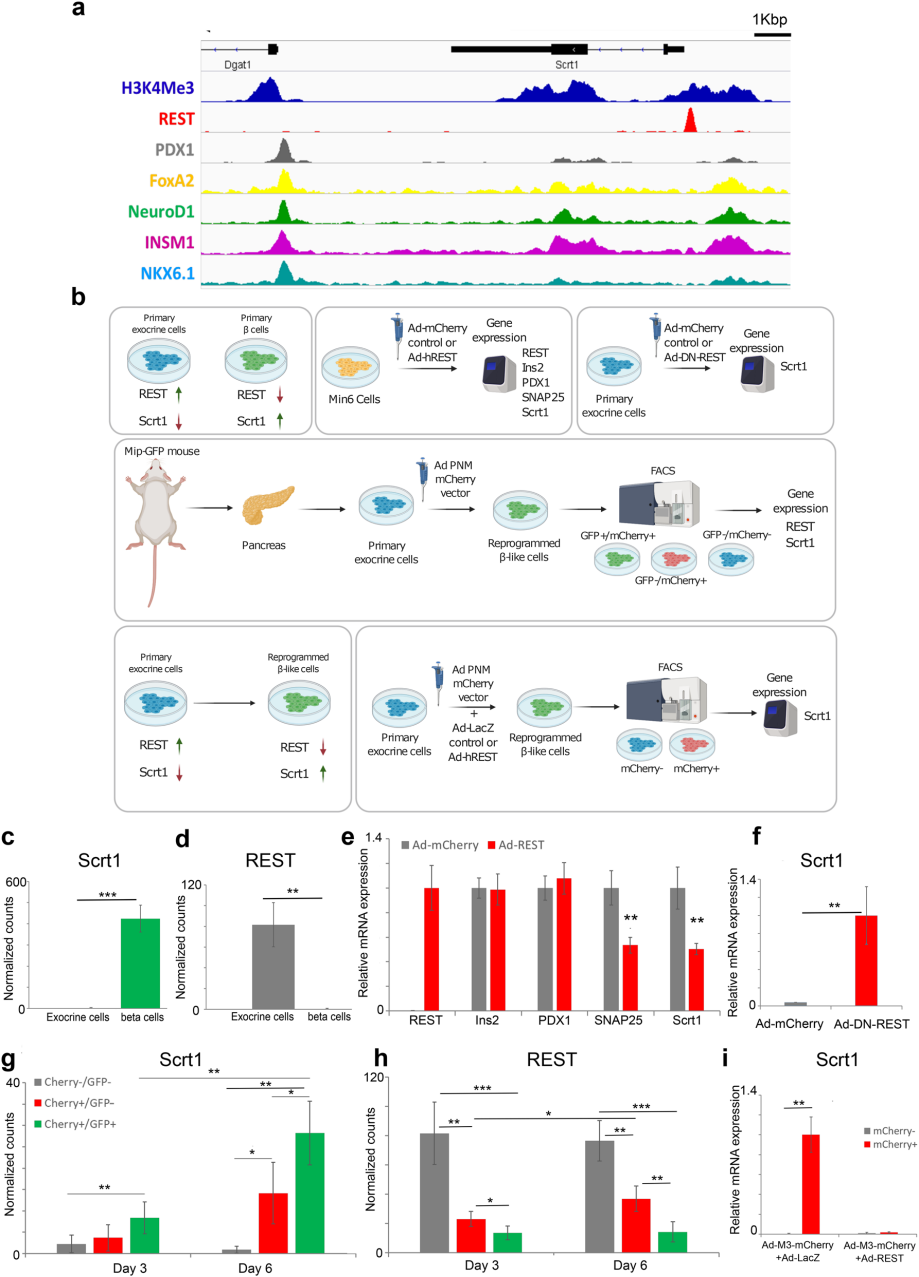
Scrt1 is negatively regulated by REST in β cells, exocrine cells and reprogrammed β-like cells. (**a**) The mouse *Scrt1* locus showing hallmark β-cell transcription factor binding sites and H3K4Me3 in β-cells and REST binding in mES cells. (**b**) Scheme describing the experiments done in (**c**–**i).** Normalized counts from RNA-seq data showing *Scrt1* (**c**) and *Rest* (**d**) expression in cultured mouse primary exocrine cells and in isolated primary β-cells. Primary exocrine cells are the mCherry-/GFP- as described in (**g**,**h)**. Primary β-cells are the GFP + FAC-sorted fraction of islets isolated from MIP-GFP mice. Results are mean normalized counts ± SD, and ***p < 0.001, n = 4. (**e**) Min6 cells were infected with Ad-mCherry control virus or Ad-hREST and 3 days post infection gene expression was measured by qPCR and normalized by housekeeping gene (*Tbp*). Results are presented as relative expression versus Ad-mCherry control and are mean ± SD; ** p < 0.001 on t-test, n = 4. (**f**) Primary exocrine cells were infected with Ad-mCherry control or Ad-DN-REST viruses and 5 days post-infection *Scrt1* expression was analyzed by qPCR and normalized by *Tbp*. Results are presented as relative expression levels versus Ad-DN-REST group and are mean ± SD; n = 4. Normalized counts from RNA-seq data showing *Scrt1* (**g**) and *Rest* (**h**) expression in reprogrammed β-like cells from primary exocrine cells. Primary exocrine cells isolated from MIP-GFP mice were infected with Ad-M3-mCherry virus. Day 3 and 6 Cherry/GFP fractions were FAC-sorted as indicated. Cherry + represents the M3-infected fraction and the GFP + fraction enriched for reprogrammed β-like cells. Results are mean normalized counts ± SD, *p < 0.05, n = 4. (**i**) FAC-sorted day 5 reprogrammed exocrine cells expressing M3-mCherry and LacZ or REST. mCherry fractions were FAC-sorted and *Scrt1* expression was analyzed by qPCR and normalized by *Tbp*. Results are presented as relative expression levels versus mCherry + fraction of Ad-mCherry + Ad-LacZ control virus group, and are mean ± SD; *** p < 0.001, n = 4. See also Supplementary Fig. S6 and Supplementary Table 9.

To address the potential repression of *Scrt1* by REST in pancreatic cells, a series of experiments were performed on mouse exocrine, β-, and reprogrammed β-like cells, as described in Fig. 4b. First, analysis of previously published transcriptomic data^15^, shows that *Scrt1* (Fig. 4c) and *Rest* expression (Fig. 4d) is inversely correlated in exocrine cells and in β-cells. A high expression of *Scrt1* in β-cells was observed, while *Rest* was expressed only in exocrine cells. Next REST was overexpressed in the mouse insulinoma cell line MIN6 and gene expression was analysed by qPCR for *Rest*, *Ins2*, *Pdx1*, *Snap25* and *Scrt1* three days post infection (Fig. 4e). While *Ins2* and *Pdx1* (not direct targets of REST) were unaffected by *Rest* overexpression, *Snap25* (a known target of REST^40^) and *Scrt1* expression were significantly reduced. Opposite results were obtained in primary exocrine cells infected with Ad-mCherry control or Ad-DN-REST virus (encoding a dominant negative REST protein^43^). At 5 days post-infection, *Scrt1* expression was significantly higher when *Rest* was silenced using the dominant negative mutant (Fig. 4f). These results are consistent with a REST-mediated repression of the *Scrt1* gene. Next, we examined *Scrt1* and *Rest* expression levels in a model of β-like cells undergoing reprogramming from primary exocrine cells 3 and 6 days post-infection^6,15^. A continuous accumulation of *Scrt1* mRNA and a parallel reduction in *Rest* were observed (Fig. 4g,h). Lastly, *Rest* overexpression in FACS-sorted reprogrammed cells resulted in a marked decrease in *Scrt1* expression (Fig. 4i). Taken together, our results demonstrate that *Scrt1* is controlled by REST. Thus, REST represses *Scrt1* in exocrine cells and *Scrt1* increases during reprogramming in parallel with a concomitant decline in *Rest* expression.

## Discussion

Postnatal islet maturation is a critical process to achieve proper β-cell function. Immediately after birth, β-cells are not fully functional and have to undergo a major gene reprogramming to acquire the ability to secrete adequate amounts of insulin in response to glucose^44^. Our group and others^7,23,30,45^ have shown a large-scale rewiring of transcriptional programs occurring during the neonatal period. However, little is known on cis-regulation of gene expression at the chromatin level before and after weaning. Chromatin accessibility of human islets on a genome-wide scale has been previously produced using FAIRE-seq^31,46^. More recently, several studies took advantage of ATAC-seq together with GWAS to identify causal variants of T2D in cis-regulatory elements in human^47–50^. Another study identified cell-type specific accessible sites and transcription factor binding sites in α, β and acinar cells^12^. However, the transcriptional regulation of postnatal islet maturation at the chromatin level has not been reported so far. In this project, we employed ATAC-seq^13,51^ to produce a global map of accessible sites (ACS) in the islets of 10-day-old pups and in adult rats. This permitted to detect more than 100,000 ACS, among which about 20% were differentially accessible before and after the functional maturation of β-cells. 

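Ranked by the p-value of limma's voom test, the ACS inside the 3′ part of *Mrs2* came 1st among all ACS, with an unadjusted p of 4.28e-13. Sites with a similar p followed. An ACS on chromosome 2 of Rn5, from 233435143 to 233435586, had a log2 fold change of 3.19 (standard error 0.25, adjusted p = 7.44e-08 by Benjamini-Hochberg adjustment), and its nearest gene, *Prmt6*, is 544962 bp away. The rank of the *Mrs2* ACS was also 1 by the p-values of the authors' deposited table.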

Interestingly, the ACS with the most significant p-value and a large fold-change was located on the 3′UTR of the *Mrs2* gene. This gene is encoding a magnesium transporter at the surface of the mitochondria^52^. Genetic variants in this magnesium-related ion channel were previously associated with type 2 diabetes and pancreatic cancer^53,54^.

Using two different computational approaches and the Jaspar PWM database, we could find known and unforeseen transcriptional regulators potentially involved in the maturation process. We identified many DNA-binding proteins affecting chromatin accessibility, including MAF, FOX, FOS/JUN, NRF, E2F, CTCF, RFX, SREB, NKX6, REL, MEIS, TEAD and SCRT1. Several of these transcription factors have been already implicated in pancreas development and postnatal islet maturation^55^. For instance, E2F1 is an established cell survival and proliferation activator in β-cells^28^ and we have recently shown that this transcription factor controls the expression of the long non-coding RNA H19 and is profoundly down-regulated during the postnatal period. Moreover, we obtained evidence suggesting that E2F1 and H19 may contribute to the decrease in β-cell mass in the maternal low protein diet offspring model^45^.

Next, we integrated these accessibility maps with mRNA micro-array data from^30,45^ in the same model and we found that ~ 60% of the differentially accessible sites were nearby differentially expressed genes, suggesting that these cis-regulatory elements are involved in the transcriptional regulation of gene expression. Several pathways previously related to the maturation process such as insulin secretion or circadian rhythms are under the control of these accessible cis-regulatory elements. For instance, several components of the core clock are not rhythmic in 10 days old pups but are consistently oscillating in β-cells after weaning^56^. It has been recently demonstrated that circadian rhythms trigger islet maturation via clock-controlled metabolic cycles^27^. These cis-regulatory elements may be controlled by transcriptional enhancers or repressors. Indeed, we confirmed that 3 out of the 5 tested ACS that are located nearby genes important for proper β-cell function had a significant enhancer activity. These ACS were located nearby *Syt4, Neurod1*, and *Mafb*. We showed that an enhancer site and the promoter of *Mafb* depicted a decreased accessibility along maturation. *Mafb* is required at the early stage of β-cells maturation and decreases in later stages^32^. 

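In total 15 ACS had *Neurod1* as the nearest gene, of which 2 were called Up and none Down. Besides the distal site used in the reporter assay, the second Up site lies on chromosome 3 of Rn5 from 72980159 to 72981009, 1980 bp upstream of the gene. It held 34.1 ± 7.39 (SD, n = 3) CPM in adults and 23.2 ± 6.58 (SD, n = 3) in P10 islets, and the groups overlapped. Its log2 fold change was 0.55 (standard error 0.20, adjusted p = 0.0988 from limma's voom test with Benjamini-Hochberg adjustment), and it was called in 3 of the 6 fits that each left out a library. The 13 sites that were not called had log2 fold changes from -0.63 to 0.47.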

We observed that an enhancer near *Neurod1* was significantly more accessible and *Neurod1* expression was higher in mature β-cells. Another group showed that overexpression of *Mafa* results in increased *Neurod1* expression^57^, and that *Mafa* is crucial to induce glucose-responsive insulin secretion in neonatal rat β-cells. We showed that *Syt4* is a potential target of NFAT, FOX and RFX TFs family (Supplementary Fig. S5). *Syt4* expression was correlated with its enhancer accessibility and was higher in fully mature β-cell. *Syt4* is known to modulate Ca^2+^ sensitivity of insulin granules and consequently enhance GSIS^58^.

One of the identified transcriptional regulators, SCRT1, is of particular interest. Scrt1 was previously shown to be implicated in brain development^33,34^ but its role in β-cells remained to be determined. While this manuscript was under revision, Scrt1 was suggested to act as a regulator of insulin expression and secretion in response to glucose in combination with a cAMP raising agent (IBMX)^59^. Here, downregulation of Scrt1 in adult rat islets did not impact insulin release in response to only high concentration of glucose but induced β-cell proliferation, suggesting that reduced expression of *Scrt1* in P10 islets may favour the acquisition of an appropriate β-cell mass during the neonatal period. Indeed, transcripts related to proliferation were significantly impacted by the downregulation of *Scrt1* in FACS-sorted adult β-cells. Interestingly, a significant increase of *Scrt1* in adult islet cells was also reported in a recent study analyzing age-dependent gene expression and chromatin changes in human^60^. RNA-seq analyses suggest that *Scrt1* affects *Syt4*, *Notch1* and *Nfatc1* and *Nfatc2* gene expression and consequently may control the calcineurin/NFAT pathway, an important regulator of β-cell growth and function^61,62^. Functional enrichment analysis showed that *Scrt1* also influences the expression of genes related to oxygen sensing and autophagy. Accordingly, previous studies have demonstrated a role for the hypoxia-inducible factor HIF1a in normal β-cell function^63^, and altered β-cell autophagy in human T2DM^64^.

Intriguingly, Ackermann and others^5,12^ pointed out that many poised genes in *α* cells contain a signature of functional β-cells and, consequently, could be of use for *α*-to-β cell reprogramming. This suggests plasticity and specialization of the different cell types along maturation and rewiring of transcriptional programs at the chromatin level. In fact, reprogramming of acinar cells into insulin-producing cells has been accomplished using adenoviral gene delivery of PDX1, NGN3 and MafA^6^. A subsequent study characterized these changes using RNA-seq and ChIP-qPCR and revealed that loss of *Rest* combined with *Pdx1* expression leads to activation of endocrine genes and correlates with epigenetic modifications of local chromatin^15^. In this study, we provide evidence indicating that *Scrt1* is a direct target of REST in different mouse and human cell models. Moreover, overexpression of *Rest* inhibits Scrt1 expression in β-cells and in β-like cells reprogrammed from exocrine cells. Islet plasticity is of interest for the design of future treatments of diabetes through the production of mature surrogate insulin-producing cells^65^. Thus, understanding the role of *Scrt1* in the reprogramming process will be important to improve the generation of mature surrogate insulin-producing cells. REST downregulation has been suggested to be involved in postnatal β-cell maturation in response to thyroid hormones^57^ and it is tempting to speculate that *Scrt1* derepression might also contribute to this process.

In this study, ATAC-seq and the mRNA microarray analyses have been performed in whole islets and not in FACS-sorted cells or in single cells. Several recent studies have demonstrated a large heterogeneity of gene expression at a single cell level using smFISH or single cell RNA-seq^23,66–68^. Taking advantage of the heterogeneity of gene expression together with single cell ATAC-seq could shed more light on the transcriptional control of islet maturation and the different cell types involved.

Overall, we produced a high-resolution map of chromatin accessible sites in islets of 10-day-old pups and adult rats (Fig. 5a). These genome wide accessibility maps are an important resource to study cis-regulation of gene expression along islet cell maturation. Using these maps, we discovered a new important transcriptional repressor implicated in the maturation process, namely *Scrt1*, which controls β-cell proliferation and function. *Scrt1* is controlled by REST and its expression is increased along acinar to β-cell reprogramming (Fig. 5b). Manipulations of the level or the activity of this transcriptional regulator may favour the development of new approaches aiming at generating surrogate insulin-secreting cells. A global understanding of the molecular mechanisms and of the transcription factors involved in functional maturation will be seminal for the design of β-cell-based replacement strategies for the treatment of diabetes.

**Figure 5:**
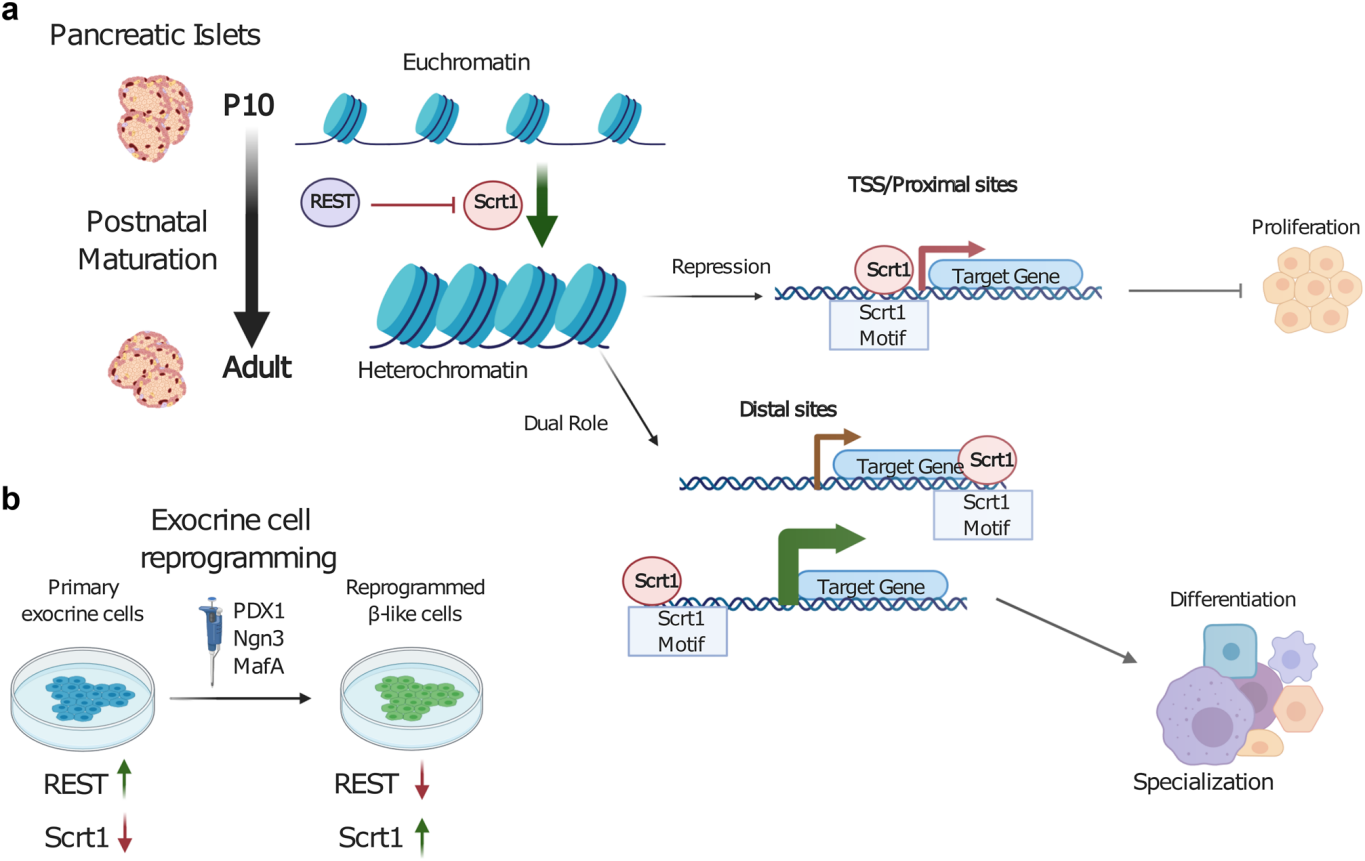
Summary figure: Chromatin accessibility along maturation is affected by Scrt1. In the present study we investigated the chromatin accessibility along the post-natal pancreatic islet maturation process. (**a**) SCRT1 motif is enriched in ACS that are closing upon maturation. We found that *Scrt1* is a direct target of REST and that the Scrt1 motif is present in TSS/proximal sites as well as distal sites. The inhibition of Scrt1 lead to increased proliferation and has additional effects on other processes such as specialization. (**b**) In an in vitro reprogramming system, *Scrt1* expression raises after PNM infection and is anti-correlated with REST levels.

## Methods and materials

### Animals

Male (200-250 g, around P90) and pregnant Sprague–Dawley rats were obtained from Janvier laboratories (Le Genest St- Isle, France). After birth, male and female pups were nursed until sacrifice at P5, P10, P20 or P23. Animals were housed under standard temperature (20-24ºC) and humidity (40–70%) conditions on a 12 h light/dark cycle with free access to chow diet and water. All procedures were performed in accordance with the Guidelines for the care and use of laboratory animals from the National Institutes of Health and of ARRIVE and were approved by the Swiss Research Councils and Veterinary Office. All animal experiments involving reprogramming of exocrine cells isolated from C57BL/6JOlaHsd or MIP-GFP mice, were approved by the Weizmann Institute Institutional Animal Care and Use Committee.

### Islet isolation, dispersion and sorting

Islets were isolated by collagenase digestion of the pancreas^69^. In more details, P5 and P10 pancreases of 3–5 pups were collected, pooled and digested by hand shaking in 3 ml of collagenase P solution (Sigma) at 1 mg/ml for 3–5 min, while 3 or 10 ml of collagenase P solution were injected in the pancreatic duct of P20–23 pup and adult rats, respectively, followed by 8 and 15 min digestion in a warm bath. After digestion, islets were separated from the exocrine tissue using an histopaque density gradient followed by hand-picking and were incubated for 2 h in RPMI 1640 GlutaMAX medium (Invitrogen) containing 11 mM glucose and 2 mM l-glutamine and supplemented with 10% fetal calf serum (Gibco), 10 mM Hepes pH 7.4, 1 mM sodium pyruvate, 100 μg/mL streptomycin and 100 IU/mL penicillin. Dissociated islet cells were obtained by incubating the islets in Ca^2+^/Mg^2+^ free phosphate buffered saline, 3 mM EGTA and 0.002% trypsin for 5 min at 37 °C. For some experiments, islet cells were separated by Fluorescence-Activated Cell Sorting (FACS) based on β-cell autofluorescence, as previously described^70,71^. Sorted islet cells were seeded on plastic dishes coated with extracellular matrix secreted by 804 G rat bladder cancer cells (804 G ECM)^72^. Enrichment of *α*- and β-cells was evaluated by double immunofluorescence staining using polyclonal guinea pig anti-insulin (dilution 1:40, PA1-26938 Invitrogen) and polyclonal mouse anti-glucagon (dilution 1:1000, Abcam Ab10988) antibodies, followed by goat anti-guinea pig Alexa-Fluor-488 and goat anti-mouse Alexa-Fluor-555 (diluted 1:400, Thermofisher A11073 and A21422, respectively) secondary antibodies. On average, β-cell fractions contained 99.1 ± 0.9% insulin-positive cells and 0.6 ± 0.6% glucagon-positive cells and α-cell-enriched fractions contained 10.6 ± 8.2% insulin-positive cells and 88.8 ± 8.2% glucagon-positive cells.

### ATAC-seq sample preparation

ATAC-seq libraries were prepared as previously described^51^ using dissociated islet cells from 3 adult male rats and from a mix of few P10 pups of 3 different litters. Briefly, 100′000 islet cells were resuspended in 50 μl of cold lysis buffer (10 mM Tris–HCl pH7.4, 10 mM NaCl, 3 mM MgCl2 and 0.1% IGEPAL CA-630) and centrifuged at 500 g for 10 min at 4 °C. The pellet was resuspended in the transposase reaction mix (Nextera kit, Illumina). The transposition reaction was performed at 37 °C for 30 min and was followed by purification of the samples using the Qiagen MinElute PCR purification kit (Qiagen). Transposed DNA fragments were amplified for 11 cycles using the NEBnext high-fidelity PCR master mix and the Ad1_noMX and Ad2.1–2.6 barcoded primers from^51^. Amplified libraries were purified with AMPure XP beads (Beckman Coulter) to remove contaminating primer dimers. Library quality was assessed using the Fragment Analyzer and quantitated using Qubit. All libraries were sequenced on Illumina HiSeq 2500 using 100 bp paired-end reads.

### ATAC-seq data quality control and analysis

Fastq files quality was assessed using FastQC (version 0.11.2)^73^. Raw reads were aligned to the Rattus norvegicus reference genome assembly 5 (Rn5) using BWA (version 0.7.13)^74^ with default settings. Quality control of the aligned reads was checked using Samstat (version 1.5)^75^ and processed with Samtools (version 1.3)^76^. Reads mapping to mitochondrial DNA were discarded from the analysis together with low quality reads (MAPQ < 30). Peak calling was performed in order to find accessible sites (ACSs) using Macs2 (version 2.1.1)^17^ on adult and P10 samples concatenated separately. ACSs were then reunited in a single bed file and quantified using the pyDNase library (version 0.2.5)^77^ (Table 1). We used FIMO^20^ from the MEME suite (version 4.11.4) together with Jaspar 2016 position-weight matrices^21^, to predict transcription factor binding sites. Finally, we used the R statistical software (version 3.4.2) and several bioconductor and CRAN packages to perform gene sets enrichment analysis (RDavidWebService, ClusterProfiler)^78^, ACSs localization analysis (ChIPseeker)^19^, motif enrichment analysis (FGSEA, Supplementary Table 2)^22^ and penalized linear model analysis (GLMnet, Supplementary Table 3)^29^ for motif selection. All sequencing tracks were viewed using the Integrated Genomic Viewer (IGV 2.4.8)^79^. ATAC-seq raw data were deposited in GEO under the accession number GSE122747.

### mRNA microarray

P10 and adult mRNA expression from^30,45^ were reanalyzed with EdgeR and RDavidWebservice^18,80^ (supplementary Table 6). These microarray data are available in the GEO database under the accession number GSE106919.

### Cell line

The INS 832/13 rat β-cell line was provided by Dr. C. Newgard (Duke University)^81^ and was cultured in RPMI 1640 GlutaMAX medium (Invitrogen) containing 11 mM glucose and 2 mM L-glutamine and supplemented with 10% fetal calf serum (Gibco), 10 mM Hepes pH 7.4, 1 mM sodium pyruvate and 0.05 mM of β-mercaptoethanol. INS 832/13 cells were cultured at 37 °C in a humidified atmosphere (5% CO_2_, 95% air) and tested negative for mycoplasma contamination. MIN6 cells were a kind gift from Prof. J. Miyazaki (Osaka University). Min6 cells were culture in DMEM medium containing 11 mM d‐glucose supplemented with 15% fetal calf serum, 200 IU/ml penicillin, 100 μg/ml streptomycin, 2 μM l‐glutamine, and 72 μM β-mercaptoethanol. For experiments involving infections with Ad-hREST adenovirus, 300,000 cells per well were plated on 24-well plates and were harvested 72 h post infections.

### Cell transfection

Dispersed rat islet cells or FACS-sorted β-cells were transfected with a pool of 4 siRNAs directed against rat Scrt1 or a negative control (On-Target plus 081299-02 and 001810-10 respectively, Dharmacon) using Lipofectamine RNAiMAX (Thermofisher). INS 832/13 cells were co-transfected with pGL3 promoter and psicheck plasmids (Promega) using lipofectamine 2000 (Thermofisher). pGL3 promoter vector was empty (control) or contained an enhancer region for *MafB, NeuroD1, Pax6* or *Syt4* (RNA synthesis, subcloning and plasmid sequencing were performed by GenScript, Netherlands) (Supplementary Table 4). RNA extraction and functional assays were performed 48 h after transfection.

### Luciferase assay

Luciferase activities were measured in INS 832/13 cells using the Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase activity was normalized to Renilla luciferase to minimize experimental variabilities. Experiments were performed in triplicates.

### RNA extraction, quantification and sequencing

RNA was extracted using miRNeasy micro kit (Qiagen) followed by DNase treatment (Promega). Gene expression levels were determined by qPCR using miScript II RT and SYBR Green PCR kits (Qiagen) and results were normalized to the housekeeping gene *Hprt1*. Data were analyzed using the 2^−ΔΔ*C*(*T*)^ method. Primer sequences are provided in Table 2. For mRNA-sequencing, the RNA was converted into a sequencing library using the Illumina TruSeq RNA-sequencing kit and standard Illumina protocols. Single-end, 151 nt long reads were obtained using a HiSeq 4000 instrument. Reads were aligned to the transcriptome (Rnor6) with Kallisto^82^ and presented as transcripts per million (TPM) and EST pseudo counts (Suppementary table 5). Subsequently, differential expression was calculated using Sleuth^83^. Finally, biological function and pathway analyses were performed using Cluster profiler^78^. RNA-seq raw data were deposited in the GEO database under the accession number GSE130651.

### Insulin secretion and content

Transfected rat islet cells were pre-incubated for 30 min at 37 °C in Krebs–Ringer bicarbonate buffer (KRBH) containing 2 mM glucose, 25 mM HEPES, pH 7.4 and 0.1% BSA (Sigma-Aldrich), followed by 45 min incubation at 2 or 20 mM glucose. At the end of the incubation period, media were collected for insulin determination and rat islet cells were lysed with acid–ethanol (0.2 mM HCl in 75% ethanol) to extract total insulin content or with protein lysis buffer to measure total protein content (Bradford, BioRad). The amount of insulin released in the medium and remaining in the cells was measured by insulin Elisa kit (Mercodia). All experiments were performed in triplicates.

### Cell death assay

TUNEL staining on rat β-cells was performed 48 h after transfection using the TMR red In Situ Cell Death Detection Kit (Roche) combined to polyclonal guinea pig anti-insulin (dilution 1:40, PA1-26938 Invitrogen) followed by incubation with goat anti-guinea-pig AlexaFluor 488 antibody (dilution 1:400, A11073 Thermofisher). Cell nuclei were stained with Hoechst 33342 (1 μg/ml, Invitrogen). Coverslips were mounted on microscope glass slides with Fluor-Save mounting medium (VWR International SA) and were visualized with a Zeiss Axiovision fluorescence microscope. A minimum of 10^3^ cells were counted per condition. Incubation for 24 h with a mix pro-inflammatory cytokines (1 ng/mL IL-1β, 10 ng/mL TNF-*α* and 30 ng/mL IFN-γ) was used as positive control. Experiments were performed in single replicates.

### Proliferation assay

The proliferative capacity of the beta-cells was assessed by BrdU incorporation. Transfected islet cells were cultured on poly-l-lysine coated glass coverslips for a total of 72 h and BrdU (Ab142567, Abcam) at 10 µM final concentration was added to the culture media for the last 48 h. Cells were fixed with ice cold methanol and permeabilized with 0.5% (wt/vol) saponin (Sigma-Aldrich) and DNA was denatured with 2 N HCl. The coverslips were first incubated with monoclonal mouse anti-BrdU (dilution 1:400, BD55627, BD Biosciences) and polyclonal guinea pig anti-insulin (dilution 1:40, PA1-26938, Invitrogen) antibodies followed by incubation with goat anti-mouse Alexa-Fluor-555 (dilution 1:400, A21422 Thermofisher) and goat anti-guinea-pig Alexa-Fluor-488 (dilution 1:400, A11073 Thermofisher) antibodies. At the end of the incubation, nuclei were stained with Hoechst 33342 (Invitrogen). Coverslips were mounted on microscope glass slides with Fluor-Save mounting medium (VWR International SA) and were visualized with a Zeiss Axiovision fluorescence microscope. Images of at least 10^3^ cells per condition were collected. Incubation with Prolactin (PRL 500 ng/ml during 48 h) was used as positive control. Experiments were performed in single replicates.

### Exocrine to β cell reprogramming

The experimental procedure of Acinar to β-cell reprogramming and for islet and β cell isolation was carried as described^15,84^. Briefly, primary exocrine cells were isolated from Mip-GFP mice^85^. Exocrine cells were cultured and infected by Ad-M3-mCherry (expressing PDX1, NGN3 MafA^86^). Day 3 and 6 cells were FACS-sorted to isolate mCherry and GFP fractions.

### Adenovirus production, amplification and infections

The adenoviral plasmid coding for Ad-M3-mCherry was obtained from Addgene (Addgene #61041, Qiao Zhou). The mCherry adenoviral plasmid was a generous gift from Prof. Qiao Zhou (Harvard Stem Cell Institute). The DN-REST construct was a generous gift from Prof. Gail Mandel (Oregon Health and Science University) and adenoviral plasmid construction was performed using AdenoQuick2.0 system (O.D.260 Inc.). The human REST adenovirus^87^ was a generous gift from Dr. David Martin, Dr. Florent Allagnat and Prof. Jacques-Antoine Haefliger, Lausanne University Hospital. Adenoviral generation, amplification and infections were carried as previously described^84^. Exocrine cell infections were carried out immediately following cell isolation, in 6-well plates using exocrine-cell clusters containing 850 µg protein per well, in 2 mL of culture media containing the following virus titers: Ad-M3-mCherry-10*10^6^ IFU/ml; Ad-hREST-10*10^6^ IFU/ml; Ad-DN-REST-30*10^6^ IFU/ml. 24 h following infection, cells were washed using culture media, and cells were plated on collagen-coated plates. MIN6 cells were infected with Ad-hREST or Ad-mCherry control at MOI 500. 24 h following infection, cells were washed using culture media and harvested for downstream analysis by qPCR 72 h post infection. Primer sequences for qPCR assays are provided in Table 3.

### Data analysis of RNA-seq from reprogrammed β-like cells

To analyze *Scrt1* and *Rest* expression in exocrine, β-, and β-like reprogrammed cells RNA-seq data from GEO (GSE128545) was used. Analysis was carried using UTAP (UTAP: User-friendly Transcriptome Analysis Pipeline^88^, https://utap.readthedocs.io/en/latest/). Normalized counts of Scrt1 and REST were used to analyze their expression level in exocrine (Cherry−/GFP−), M3 infected (Cherry + /GFP−), reprogrammed β-like enriched (Cherry + /GFP +) and β cells (GFP + from islets of MIP-GFP mice).

### ChIP-seq data analysis

To show transcription factor occupancy near the Scrt1 locus bigWig files were uploaded to IGV^79^ mm10 genome assembly: mouse NKX6-1 (GEO: GSE40975)^38^ (islets), mouse INSM1, FOXA2 and NeuroD1 (GEO: GSE54046)^36^(Jia et al., 2015) (islets), mouse H3K4Me3 (GEO: GSE63020)^39^ (islets), mouse REST (GEO: GSE27148)^42^ (mES cells), and human REST (GEO: GSE32465)^89^ (hES cells & PANC-1 cells) were downloaded from the Cistrome database^90^ (http://cistrome.org/db/). Raw data (fastq sequence files) for mouse PDX1 binding in islets^37^ was obtained (Array Express, E-MTAB-1143) and analyzed by mapping against the mm10 with bowtie.

### Statistical analysis

Data are expressed as mean ± SD. Statistical significance was determined using parametric unpaired two-tailed Student’s t-test or, for multiple comparisons, with one-way analysis of variance (ANOVA) of the means, followed by post-hoc Dunnett or Tukey test (Graph Pad Prism6). P-values less than 0.05 (p < 0.05) were considered statistically significant**.**

### Schematic drawing

Schemes were created with the web application of BioRender.com.

## Supplementary Information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Table 8.

Supplementary Table 9.

Supplementary Figures.

## Data Availability

ATAC-seq raw data were deposited in GEO under accession number GSE122747. Microarray data from^30,45^ are available in the GEO database under accession number GSE106919. RNA-seq raw data were deposited in the GEO database under accession number GSE130651.

# Supplementary material for: Scrt1, a transcriptional regulator of β-cell proliferation identified by differential chromatin accessibility during islet maturation
**Source:** Sci Rep. 2021 Apr 22;11:8800. doi: 10.1038/s41598-021-88003-2
**Supplement:** Supplementary file 10 — Supplementary Figures.

## **Supplementary information**

### **Scrt1, a transcriptional regulator of $\beta$ -cell proliferation identified by differential chromatin accessibility during islet maturation**

Jonathan Sobel<sup>1,2</sup>, Claudiane Guay<sup>1</sup>, Ofer Elhanani<sup>2</sup>, Adriana Rodriguez-Trejo<sup>1</sup>, Lisa Stoll<sup>1,3</sup>,  
Véronique Menoud<sup>1</sup>, Cécile Jaccovetti<sup>1</sup>, Michael D. Walker<sup>2</sup> and Romano Regazzi<sup>1,4</sup>

<sup>3</sup>current address: Department of Medicine, Weill Cornell Medicine, 413 East 69th Street, New York, NY, 10021, USA

## Supplementary Tables

- (1) ATAC-seq P10 versus Adult islet cells: All annotated ACS detected in pancreatic islet cells. Significantly differentially expressed genes in P10 vs Adult islet cells nearby significantly changing ACS, and KEGG pathway analysis using David of P10, Adult and Stable ACS annotated with the name of the closest gene.
- (2) FGSEA for motif accessibility. Table includes motif name, p-value, FDR, enrichment and normalized enrichment score, most extreme ACS rank, and number of target ACS significantly changing.
- (3) Penalised linear model GLMnet for inference of transcription factor binding site motif activity. ACS sequences were scanned in order to construct the matrix of motifs per ACS. Every ACS with their respective  $\log_2$  accessibility fold change (Adult/P10) were used to infer the motif activity, called  $\beta$  (see Methods). If  $\beta$  is negative, the motif is more accessible in P10 sites, while if  $\beta$  is positive the motif explains a higher accessibility of the ACS in adults. Our linear model uses a penalty  $\lambda$  of 0.007 and an  $\alpha$  of 0.1. The table includes motif name, inferred accessibility coefficient  $\beta$ , motif consensus sequence, motif information content, and number of ACS targets
- (4) Validated ACS luciferase assay: Accessible sites information and sequences used in the luciferase assay to assess enhancer activity.
- (5) SiScri1 versus Ctrl RNA-seq of  $\beta$ -cells. The file contains the read counts per genes, and the statistical analysis of the differential gene expression performed with Sleuth.
- (6) Microarray of P10 versus adult rat pancreatic islet cells. The file contains the probe intensities and the statistical analysis of the differential gene expression performed with edgeR.
- (7) Genes differentially expressed in siScri1 versus control adult rat  $\beta$ -cells (RNA-seq) and in adult versus P10 rat islets (microarray)
- (8) Gene ontology of biological process enriched in differentially expressed genes in siScri1 versus control adult rat  $\beta$ -cells and in adult versus P10 rat islets
- (9) RNA-seq of Ctrl  $\beta$ -cells and of FAC-sorted day 3 and 6 exocrine cells expressing M3-mCherry or NGN3-GFP.

## Supplementary Figure Legends

**Fig. S1. ATAC-seq quality control.** (a) Fragment size distribution for each sample. (b) Correlation heatmap of samples. (c) Principal component analysis of each ATAC-seq sample. (d) Genome-wide localisation and classification of ACS: localisation of 100,000 random peaks compared to true accessible sites. True ACS are enriched in intronic and exonic regions. (e) Localisation of stable ACS, ACS more accessible in adult islet cells (Up) and ACS more accessible in P10 islet cells (Down). ACS more accessible in adults are enriched in introns, while stable and ACS more accessible in P10 are enriched in promoter regions.

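Exons and introns were not separated in the deposited annotation, but it gives the position of each ACS relative to its nearest gene. By that position, 28.7% of the Up ACS and 22.2% of the Down ACS lay within the gene, and 1.62% and 10.3% overlapped its start. Measured by the midpoint of the ACS against all listed genes, the difference was smaller. In that measure 38.3% of the Up ACS (95% Wilson interval 37.4% to 39.1%), 37.5% of the Down ACS (95% Wilson interval 36.3% to 38.7%) and 35.4% of the stable ACS (95% Wilson interval 35.1% to 35.8%) lay inside a gene. With the TSS class left out, the shares were 37.9% of the Up ACS (95% Wilson interval 37.0% to 38.7%) and 35.4% of the Down ACS (95% Wilson interval 34.1% to 36.6%).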

**Fig. S2. A distal enhancer located 12Kbp away from *Mafb* is less accessible upon maturation and correlates with *Mafb* expression.** (a) IGV screenshot of the *Mafb* locus with four accessible sites detected. Two of them are significantly less accessible upon maturation (highlighted with red rectangles), notably the site at the TSS of *Mafb* and an enhancer located 12kb away. Several motifs such as MEIS2/3, GLEIS2, Klf4, have been detected in the distal enhancer and are potentially responsible for the decreased accessibility of this site. mRNA level of (b) *Mafb* and (c) *Scrt1* expressed as normalized counts from the RNA-seq data of Qiu et al. <sup>23</sup> in mouse along pancreatic  $\beta$ -cell maturation. (d) *Scrt1* expression in rat islets measured by qPCR and normalized to the housekeeping gene *Hprt1* along pancreatic  $\beta$ -cell maturation. One-way ANOVA Dunnett's post hoc test \*\*p<0.01.

**Fig. S3. Representative images of apoptosis and proliferation assays.** (a) Representative images of Tunel staining (Fig. 2i) of dispersed adult rat islet cells transfected with a control siRNA (siCtl) or siRNAs directed against *Scrt1* (siScrt1). Tunel assay was performed 48h after transfection in basal (NT) condition or in response to a mix (cyt mix) of pro-inflammatory cytokines (IL-1 $\beta$ , TNF- $\alpha$ , IFN- $\gamma$ ). White arrows indicate apoptotic (Tunel+, red)  $\beta$ -cells (insulin+, green). (b) Representative images of BrdU staining (related to Fig. 2j) of dispersed adult rat islet cells transfected with a control siRNA (siCtl) or siRNAs directed against *Scrt1* (siScrt1). BrdU staining was performed 72h after transfection in basal (NT) condition or in response to prolactin (PRL). White arrows indicate proliferative (BrdU+, red)  $\beta$ -cells (insulin+, green).

**Fig. S4. Downregulation of *Scrt1* expression in FAC-sorted  $\beta$ -cells.** The level of the indicated genes was measured by qPCR in sorted adult rat  $\alpha$ - and/or  $\beta$ -cells and normalized to *Hprt1* level. (a) *Scrt1* expression in sorted  $\alpha$ - and  $\beta$ -cells. (b) *Scrt1* expression in FAC-sorted  $\beta$ -cells 48h after transfection with a control siRNA

(siCtrl) or with siRNAs directed against Sirt1 (siSirt1). (c) Insulin and (d) glucagon expression in FAC-sorted  $\alpha$ - and  $\beta$ - cell fractions. \*  $p < 0.05$  by Student's t-test

**Fig. S5. Enhancer motif content and gene expression along maturation.** (a) Nfatc2 Enhancer accessibility in P10 and Adult with underlying the transcription factor binding motifs present. (b) Nfatc2 mRNA expression measured in FAC-sorted pancreatic  $\beta$ -cells of adult rats treated with siSIRT1 and control. (c) *Nfatc2* expression in mouse islets along maturation from <sup>23</sup>. (d) Syt4 Enhancer accessibility with TFBS motif content. (e) Syt4 expression in siSirt1 and siCtrl treated  $\beta$ -cells, and in P10 or adult islets. (f) Syt4 expression along maturation in mouse islets. (g) Notch1 Promoter accessibility with TFBS motif content. (h) Notch1 expression in siSirt1 and siCtrl treated  $\beta$ -cells, and in P10 or adult islets. (i) Notch1 expression along maturation in mouse islets. (j) Neurod1 Enhancer accessibility with TFBS motif content. (k) Neurod1 expression in siSirt1 and siCtrl treated  $\beta$ -cells, and in P10 or adult islets. (l) Neurod1 expression along maturation in mouse islets. mRNA expression in siSirt1 versus siRNA control (ctl) adult rat  $\beta$ -cells were measured by RNA-seq and in P10 versus adult rat islets using microarray, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . ACS significantly more accessible in adult are highlighted with green rectangles while less accessible sites are depicted with red rectangles.

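The ACS called differentially accessible near *Nfatc2*, *Syt4* and *Notch1* all went in one direction per gene. Only 2 of 22 ACS were called at *Nfatc2* and 2 of 6 at *Notch1*. The ACS not called had log2 fold changes from -0.86 to 0.61 at *Nfatc2* and from -1.10 to 0.22 at *Notch1*. At *Syt4* they lay between -0.52 and -0.05. At the *Notch1* promoter, on chromosome 3 of Rn5 from 9311258 to 9311705 and overlapping the gene start, there were 6.93 ± 0.84 (SD, n = 3) CPM in adults and 11.5 ± 1.68 (SD, n = 3) in P10 islets. Its log2 fold change was -0.75 (standard error 0.24, adjusted p = 0.0523 from limma's voom test with Benjamini-Hochberg adjustment), and it was called in all 6 fits that each left out a library. The second *Notch1* ACS called Down, from 9290720, had a log2 fold change of -0.77 (adjusted p = 0.121 from the limma test) and was called in only 3 of those fits. Inside *Nfatc2*, the ACS from 171432812 to 171433271 held 11.6 ± 4.24 (SD, n = 3) in adults and 18.3 ± 6.21 (SD, n = 3) in P10 islets. Its log2 fold change of -0.67 had an adjusted p of 0.124 in the limma test, the groups overlapped, and 3 of the 6 fits without a library called it. A second *Nfatc2* ACS, 14327 bp upstream, had a log2 fold change of -1.05 and was called in 4 of those fits. Near *Syt4*, 4 of 7 ACS were called Up. Besides the site in the reporter assay, they include the one over the gene start, with a log2 fold change of 0.68, which was called in 5 of those fits. Both *Notch1* and *Nfatc2* lie on chromosome 3, where the median of all ACS is shifted towards P10.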

**Fig. S6. Sirt1 promoter bound by REST in hES cells and PANC-1 cells.** REST Chip-seq data in human Embryonic Stem (hES) cells and in the human pancreatic cell line PANC-1 <sup>89</sup> was downloaded from cistromedb and visualised using the IGV genome browser.

Figure S1

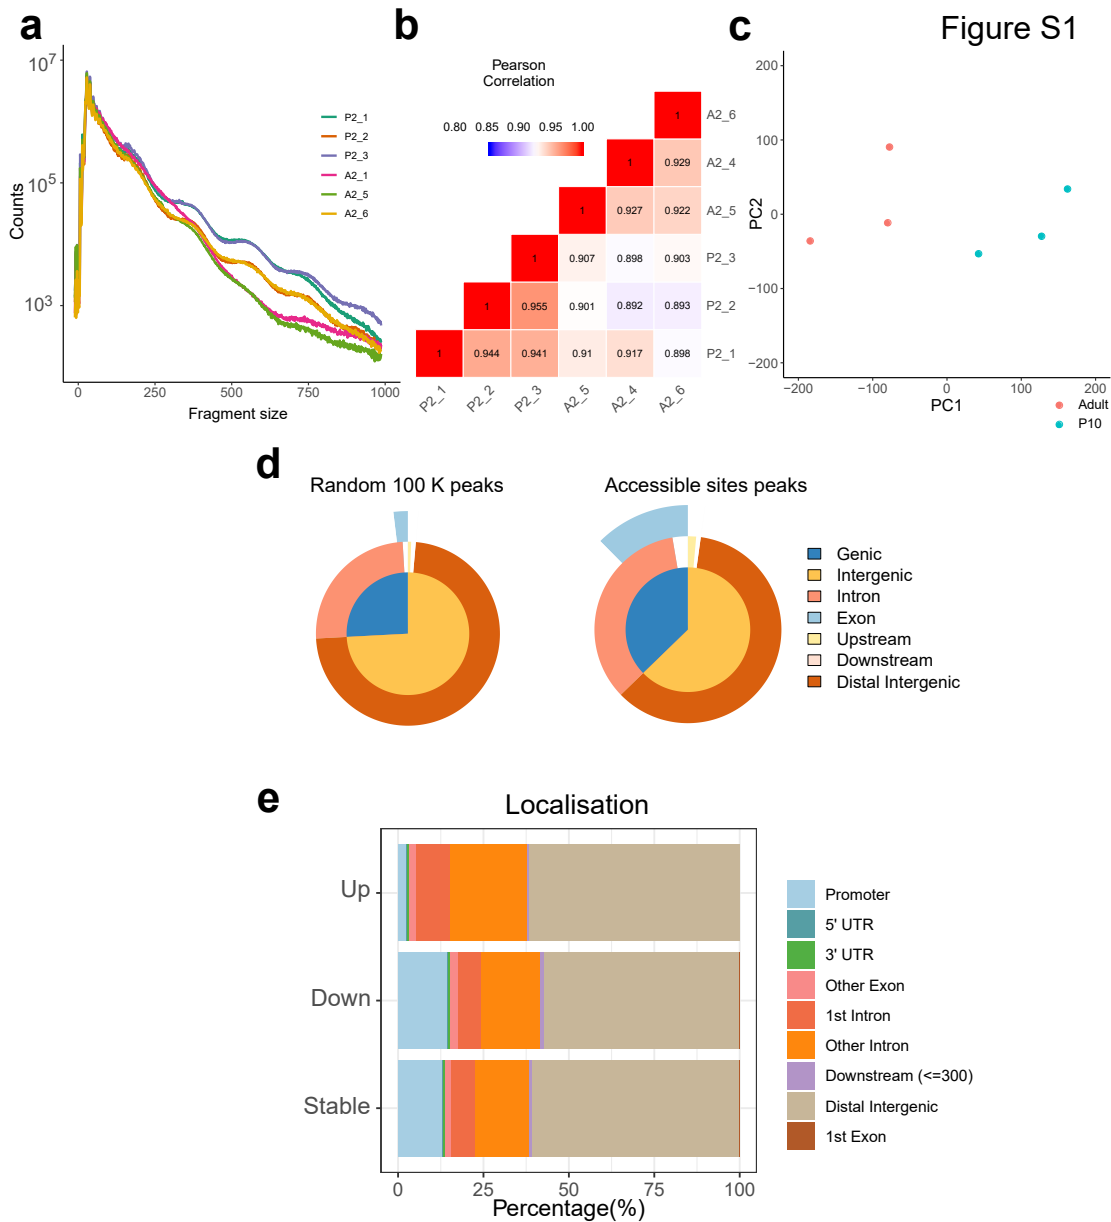

**a** Figure S2

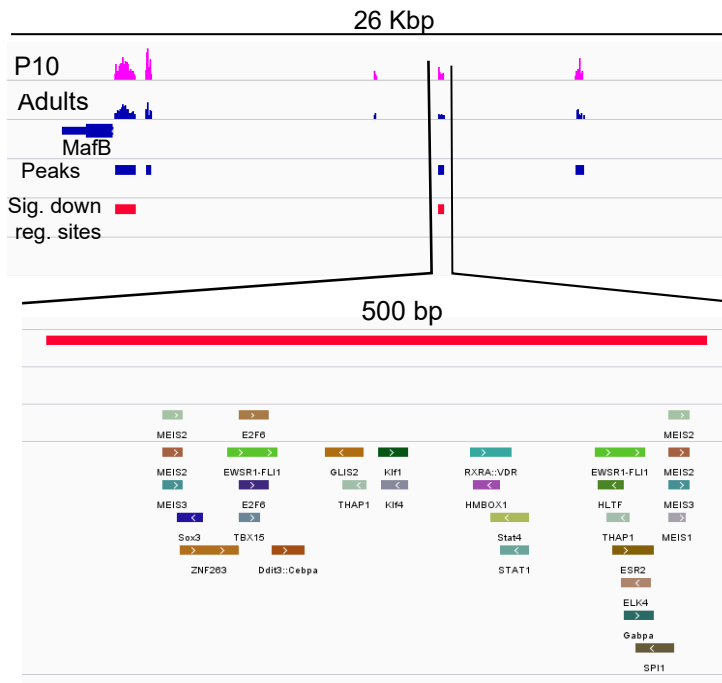

**b** Mafb (Qiu et al., 2018)

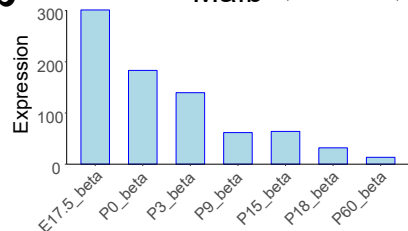

**c** Scrt1

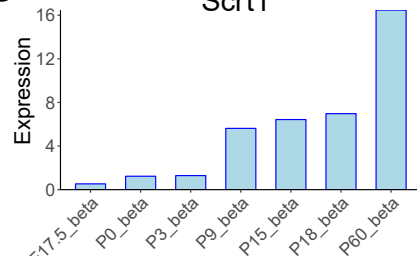

**d** Scrt1

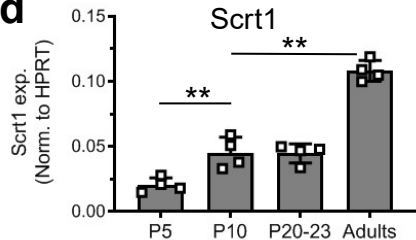

Figure S3A

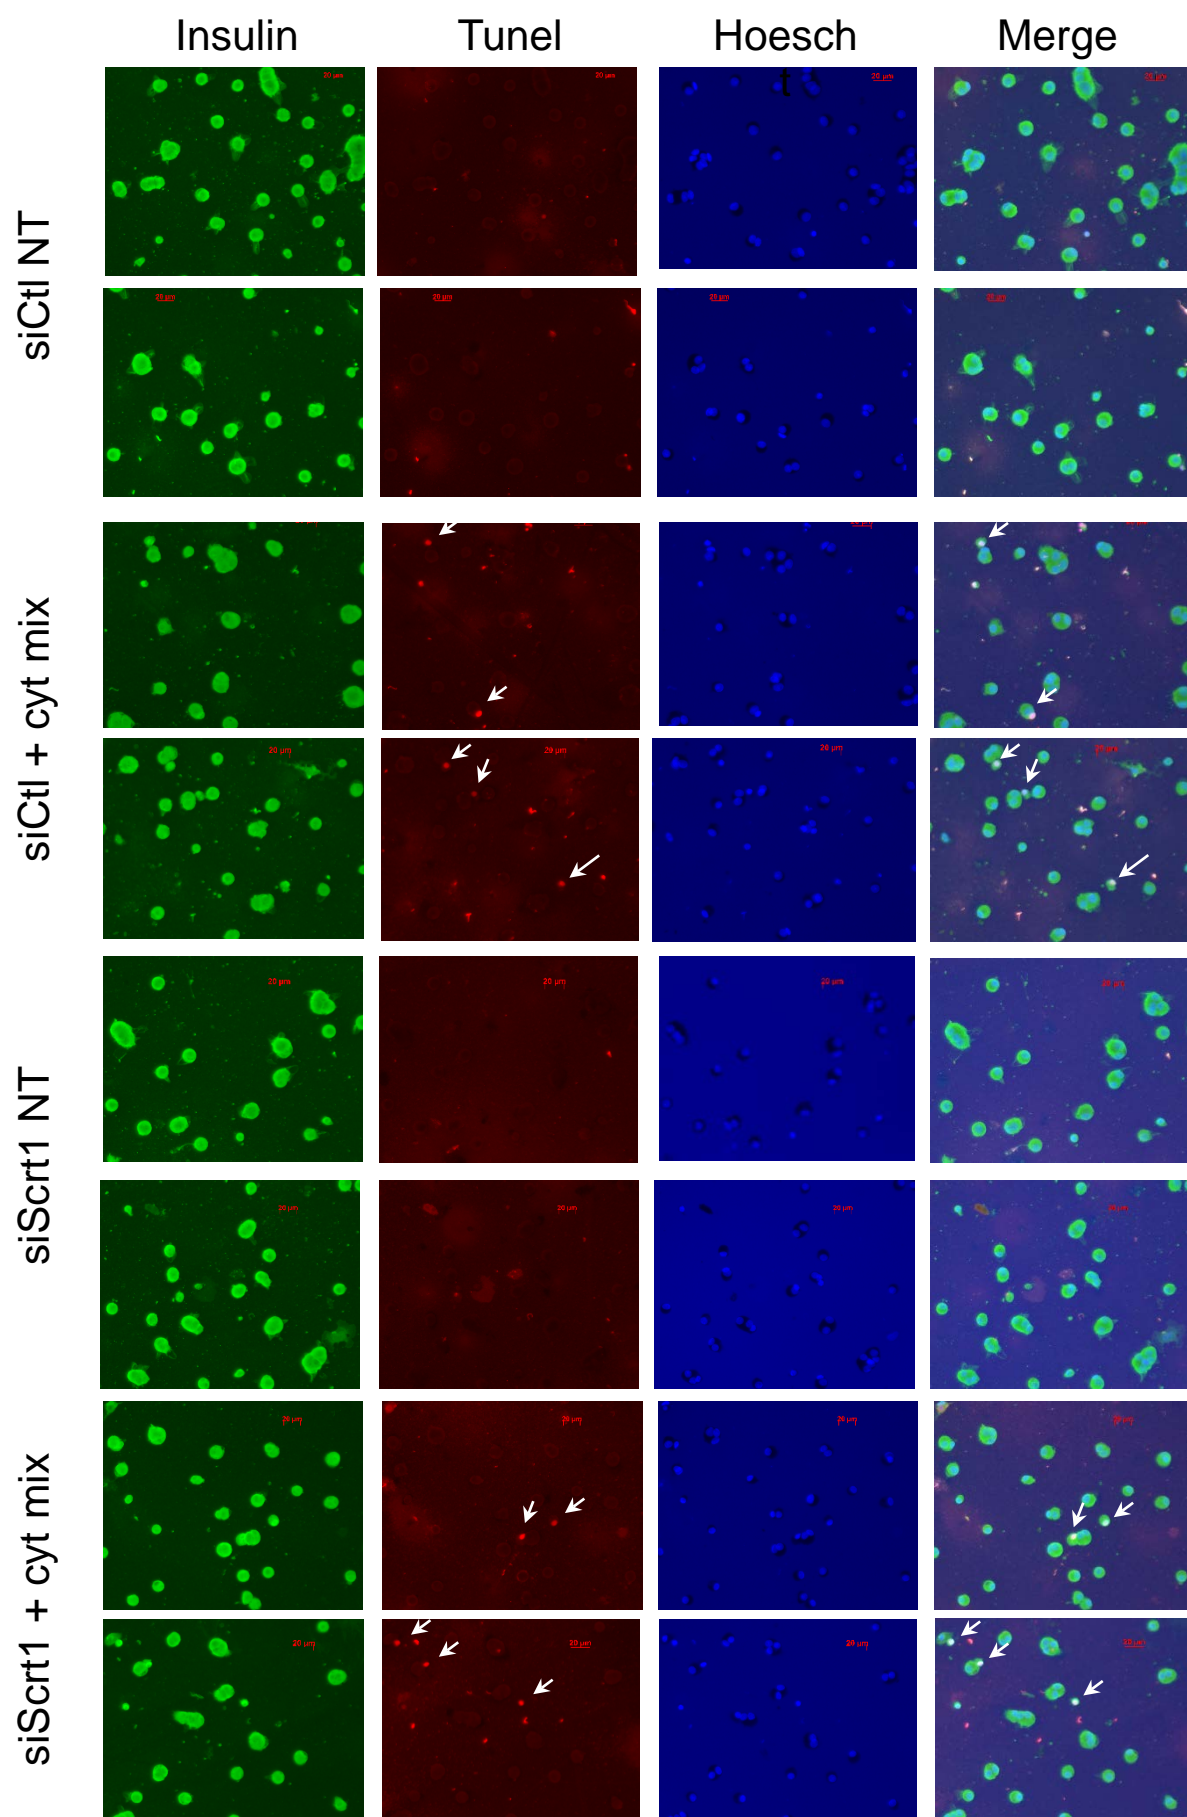

Figure S3B

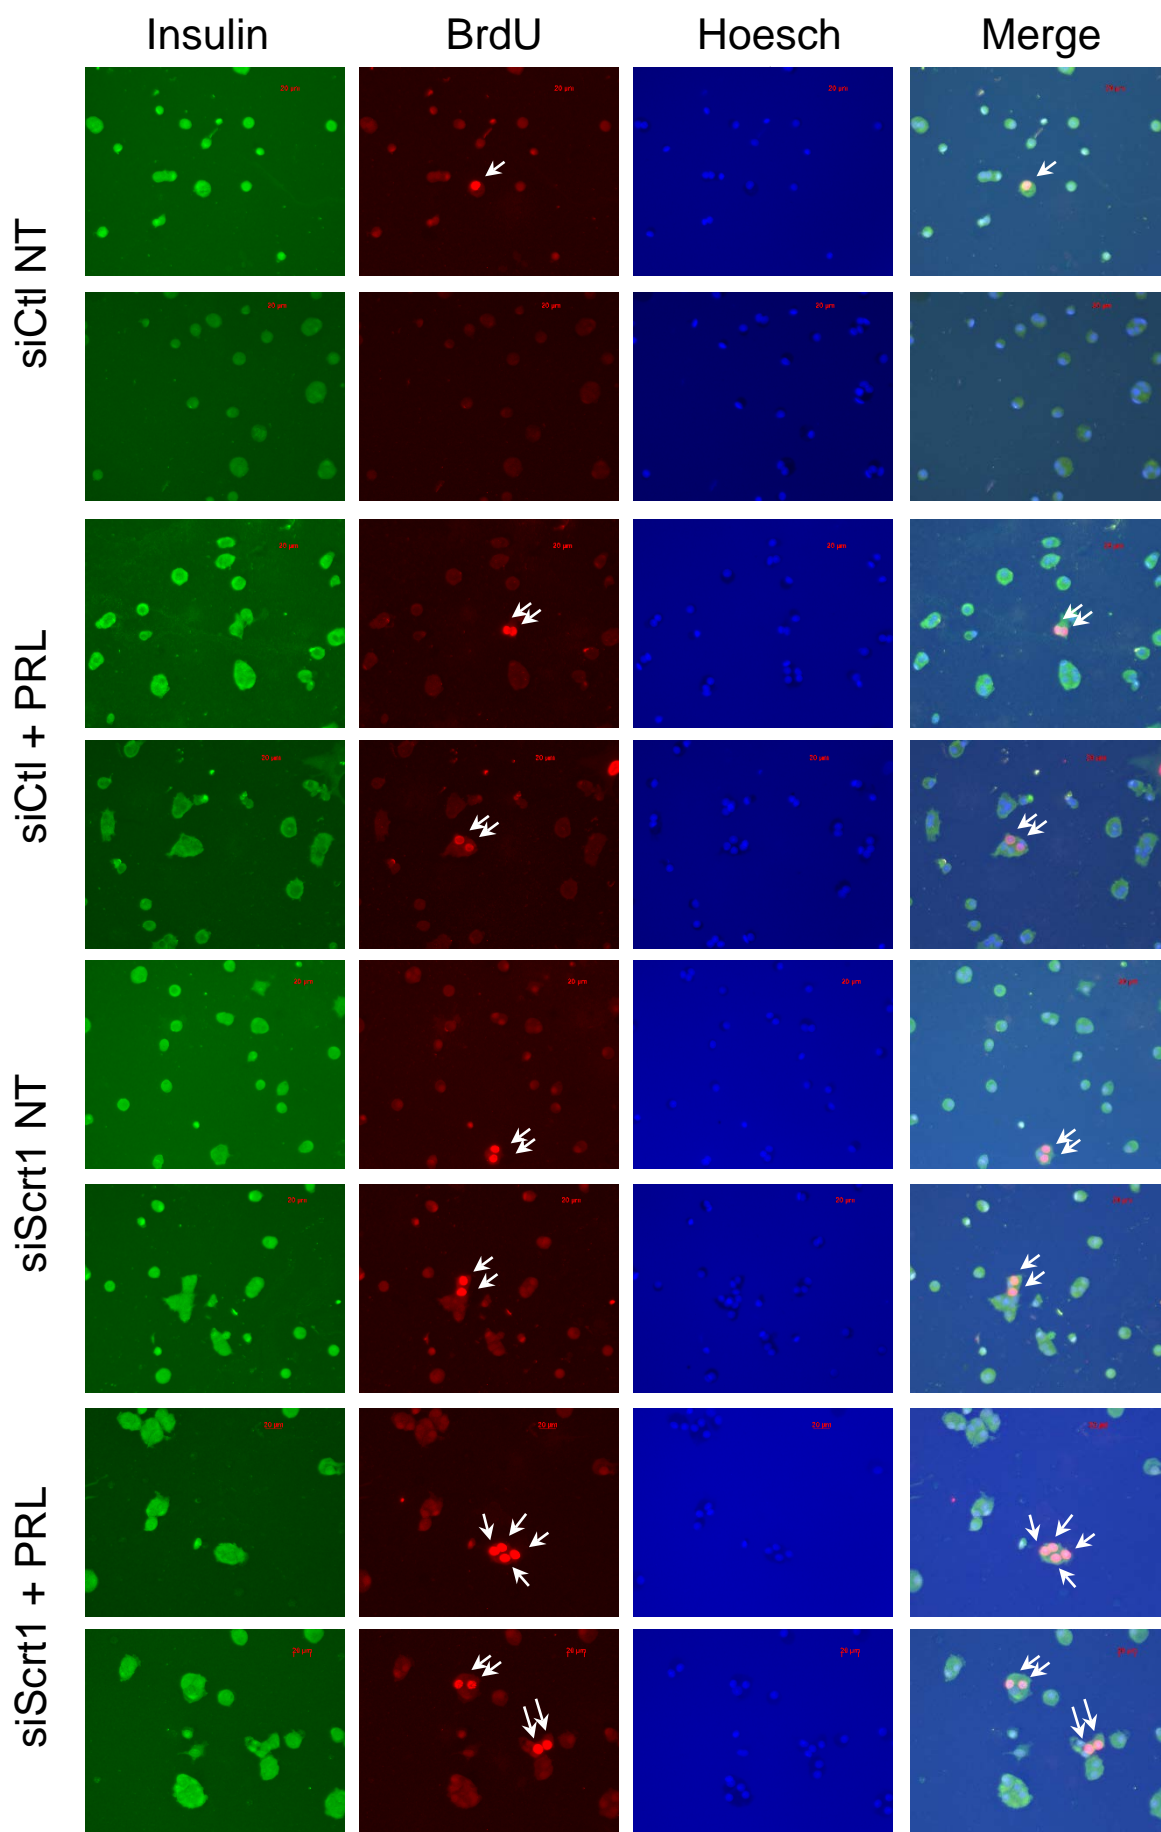

Figure S4

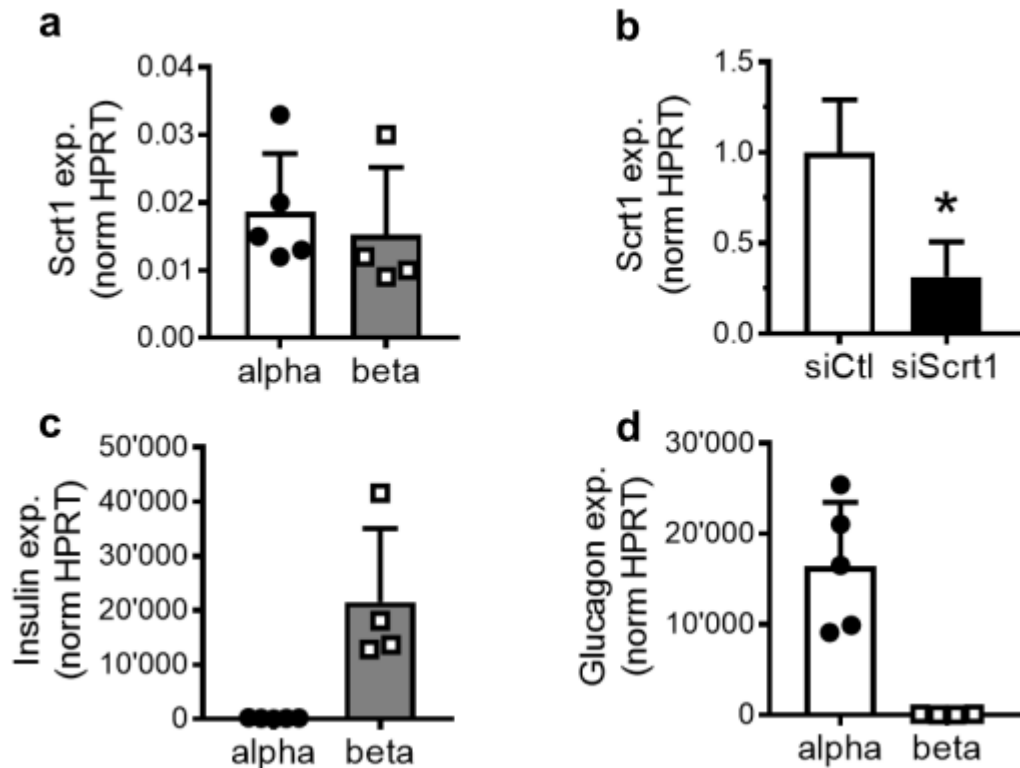

**C** Figure S5

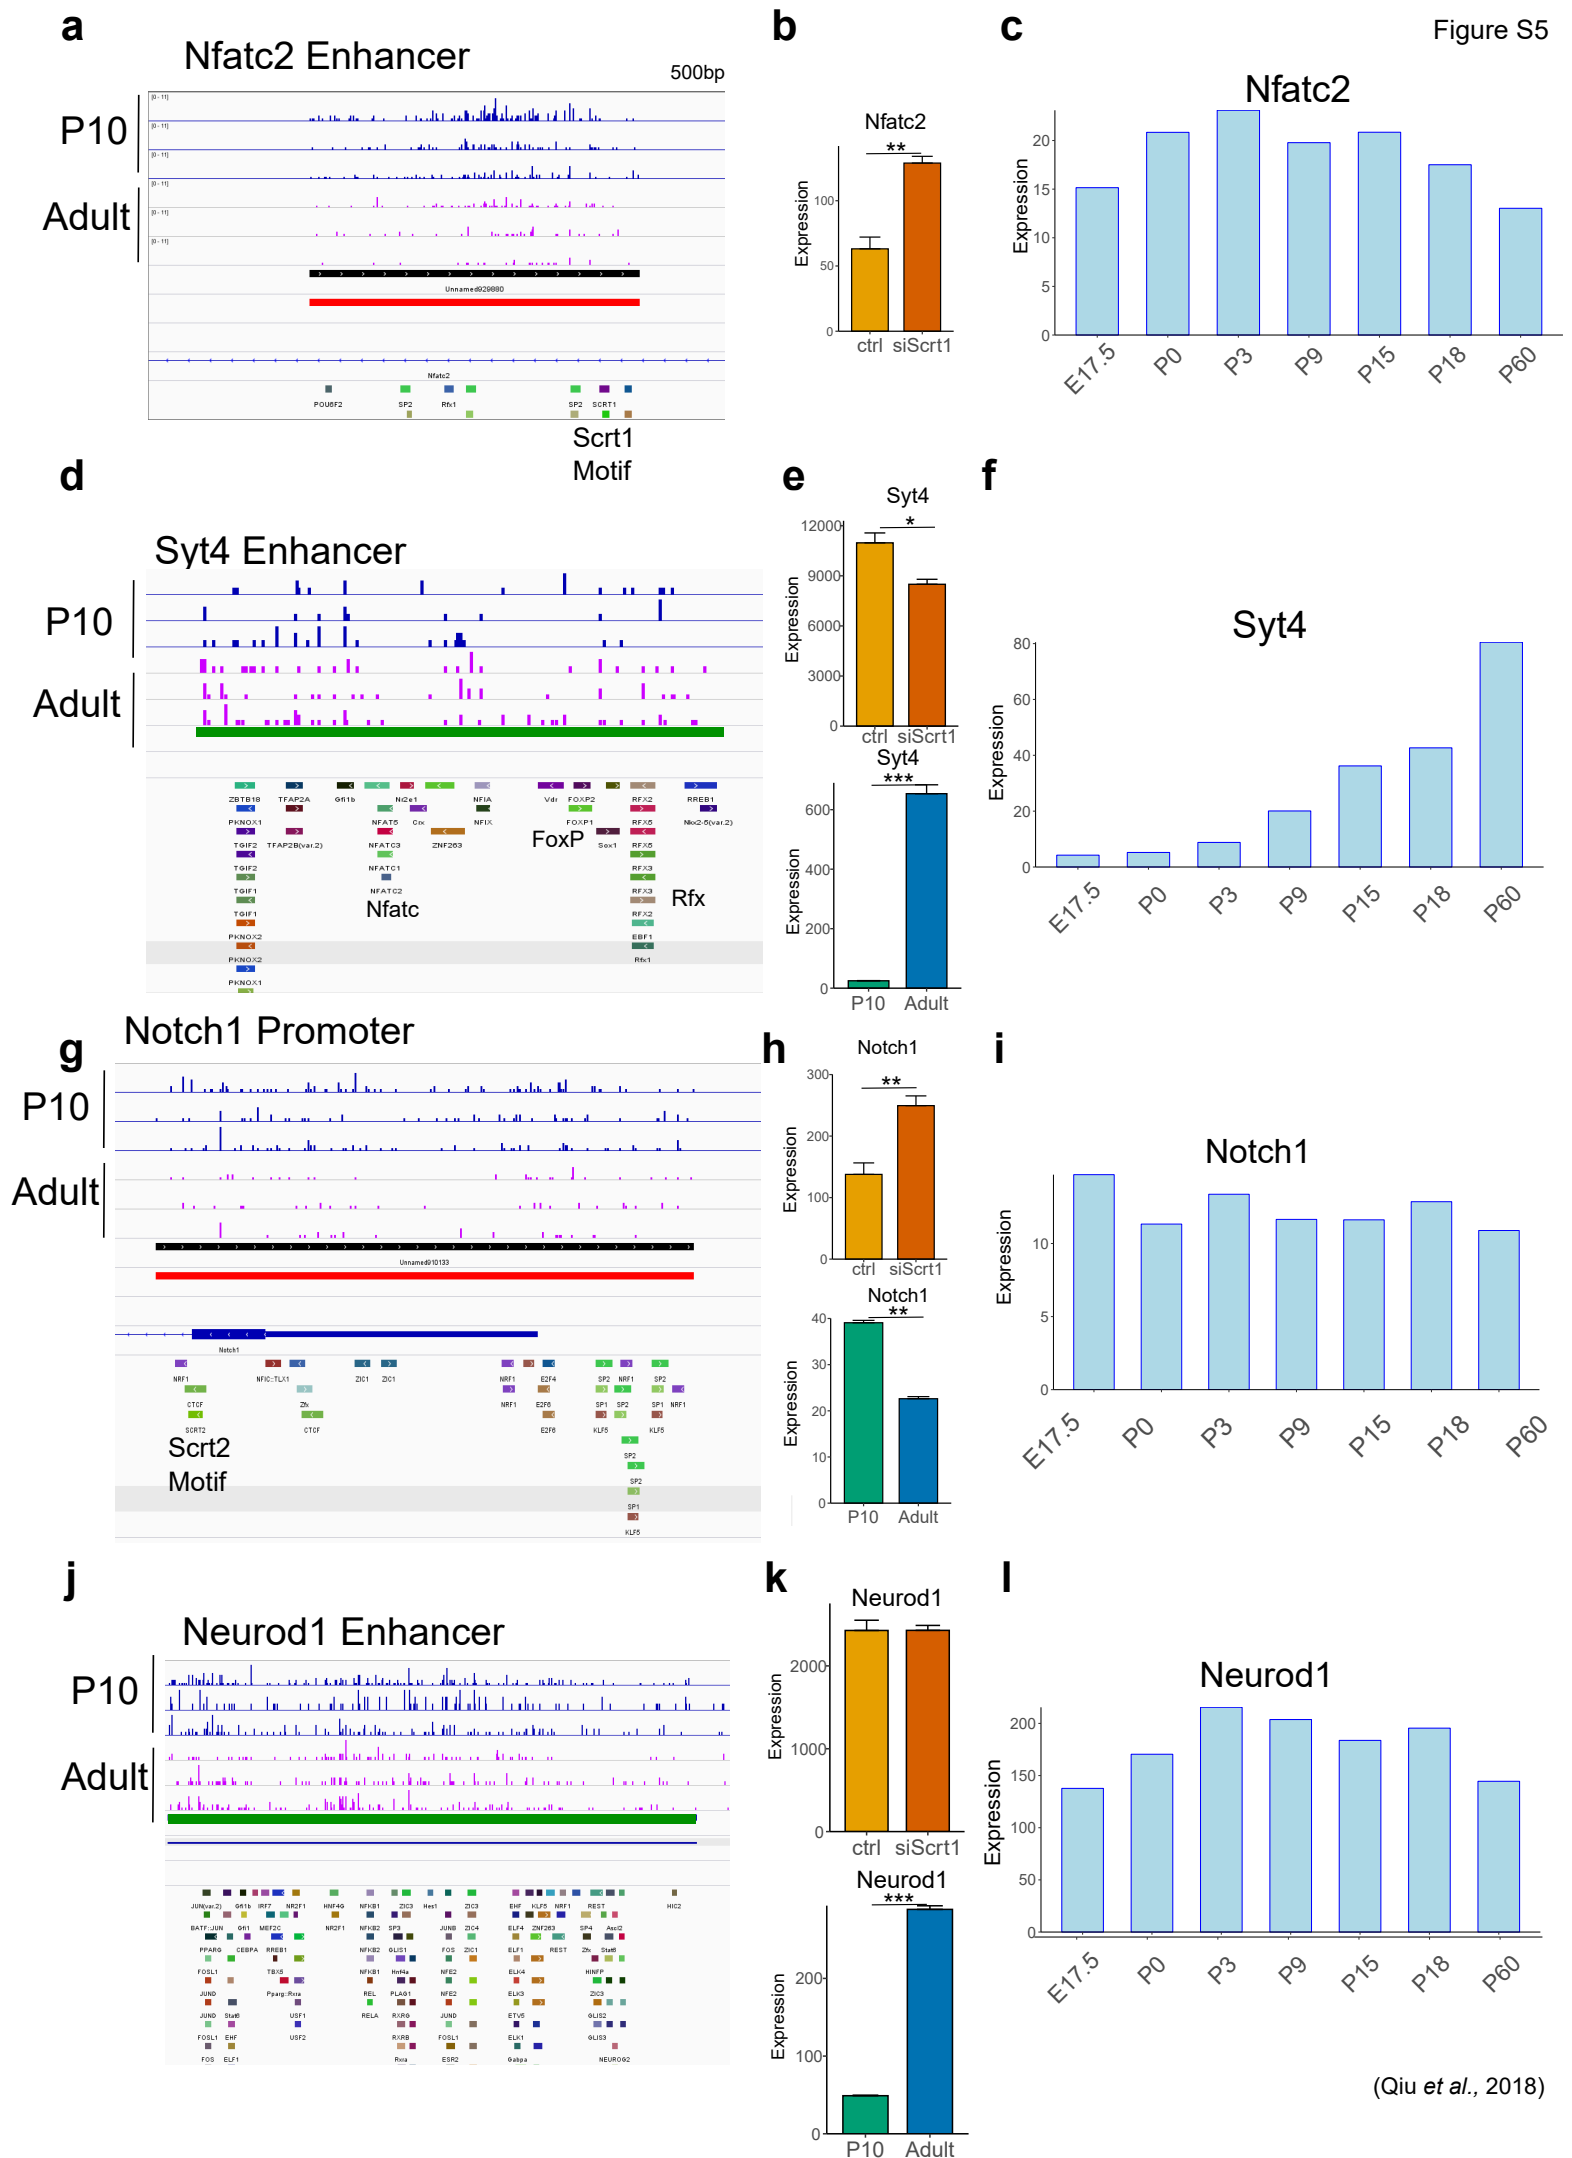

(Qiu *et al.*, 2018)

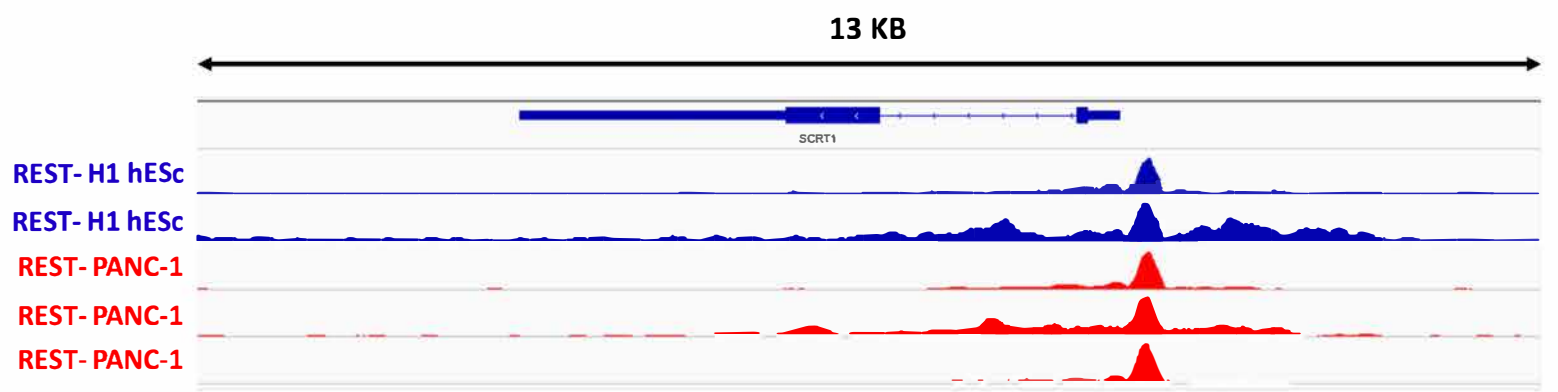

Figure S6

How the deposited data were processed for this re-analysis (not part of the article)

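Accessibility was measured by ATAC-seq in islet cells of 3 adult male rats of around 90 days and of pups from 3 litters aged 10 days, 1 library each. The pups were of both sexes by the paper's description of the animals. Adult libraries carry the replicate numbers 4, 5 and 6 and P10 libraries the numbers 1, 2 and 3.

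The authors aligned the reads to Rn5 with BWA, removed mitochondrial reads and reads of low mapping quality, called peaks with MACS2 on the concatenated samples of each age, joined the peaks and deposited the whole-number counts of Tn5 integrations per ACS and library from pyDNase. The paper's text does not say whether PCR duplicates were removed, so intervals and standard errors cover counting and replicate error as they stand in the counts. The same deposited table gives the authors' log2 fold change, average log2 CPM, F score, p-value and FDR per ACS from their edgeR comparison, and the nearest gene with its position. The columns of their test were used only for comparison with the authors' calls, log2 fold changes and rank of p-values. The nearest gene and its position were used throughout, for classes and for ACS named by gene. All 6 columns of counts per library were used.

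The values were checked to be whole numbers of at least 0, and repeated listings of an ACS were checked to carry the same counts. Of 101941 entries, 101603 are distinct ACS, and each entered the tests once. TMM factors were computed by a function written for this purpose, which trims 0.3 of the log ratios and 0.05 of the abundances on each side. The test was limma 3.58.1 in R 4.3.3, with voom (offset 0.5), a linear model with age as the only term, empirical Bayes moderation and Benjamini-Hochberg adjustment over all ACS. An ACS was called at the paper's limits, a p-value under 0.05 and an FDR under 0.2. Before the data were examined, the quasi-likelihood test of edgeR had been set as the test. It was not run, and limma's voom test was chosen in its place after the table had been read. The choice to count repeated listings once was also made after that.

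The test was tried on simulated counts drawn with the means and library sizes of the 101603 ACS, of which 200 were changed by 1 on the log2 scale. Of these, 62% were called in the right direction and 97% had the right direction with an unadjusted p-value under the limit. The median estimates were 0.98 for raised and -0.94 for lowered ACS, 21 of the 101403 unchanged ACS were called, and 0 were called when nothing was changed. In the run with changes, 5.04% of the unchanged ACS had an unadjusted p-value under the limit. The changed ACS were drawn from those with a mean of at least 20 counts. Every ACS had the same dispersion, the median over ACS with a mean of at least 50 counts. Effects shared by many ACS of a library were not simulated, and far fewer ACS were changed than were called in the data. These rates therefore need not hold for the real libraries.

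The ACS named in the text were fixed before the data were examined. They are ACS of the luciferase table, the ACS whose nearest gene is *Mrs2*, *Syt4*, *Neurod1*, *Pax6*, *Notch1*, *Nfatc1*, *Nfatc2*, *Scrt1* or *Rest*, and the 3 Up and 3 Down ACS with the smallest p-value among those without overlap between the groups. One further gene of that list and its ACS are not reported here. *Nfatc1* was not analysed here. Of the 85 ACS of the named genes, 18 were called over all ACS, and 20 when p-values were adjusted over the list alone. The gene list was taken from the paper on these libraries, so the latter is not counted as independent evidence.

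Correlations and principal components used log2 CPM with a prior count of 2. Shares of features carry 95% Wilson intervals. Values per library were compared by exact permutation tests over the 10 splits of 6 libraries, which cannot give a p-value under 0.1. Marker lists of 10 cell types or states were tested with camera at a preset correlation of 0.01, and with fry. Random positions and shuffles used a fixed seed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

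The alternatives were other library sizes (column sums, total reads of Table 1), cyclic loess scaling with limma-trend, filters on low counts (the usual expression filter with a minimum count of 10 and a total of 15, or a mean of at least 50), autosomes alone, an FDR under 0.05, and leaving out each library. Further alternatives were chosen after seeing the data, namely limma-trend, robust empirical Bayes, median-of-ratios size factors and every listed entry kept. Sequence-based analyses, such as motifs and GC content, and the expression measurements of the paper were not analysed here, except for the 62 genes of Supplementary Table 7. The coordinates are those of Rn5 as the table gives them.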

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

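Of the tests in this part, those on the other autosomes and on the count level of chromosome X were chosen after the result was seen.

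ACS on chromosome X, which the paper does not treat separately, were lower in adults than autosomal ACS. The difference of the median log2 fold changes was -0.14 over 2587 ACS on X, and -0.16 among distal ACS. Of the integrations in ACS, 1.98% ± 0.036 (SD, n = 3) fell on X in adults and 2.22% ± 0.029 (SD, n = 3) in P10 islets (exact permutation test, p = 0.1, the smallest p possible). Over the alternatives, which include every scaling, the difference lay between -0.15 and -0.12. A lower count level of X is argued against, because within 10 equal groups of ACS by mean count the median difference was -0.12, although in the group with the lowest counts it was -0.01. Only the real grouping, 1 of the 10 splits of the libraries, gave as large a shift, and the other splits reached at most 0.068. By their number alone, 10 splits are too few to exclude chance. Between libraries of one age, however, the SD of X minus autosomes (median log2 CPM) was 0.019 in adults and 0.024 in P10 islets. These SDs are small beside the shift of -0.14, which argues against variation between libraries of one age as its source. The adults were male and the pups of both sexes, so a sex difference is a candidate explanation. It cannot be told apart from age, because sex and age go together here. Over all ACS, 2 of the 20 autosomes had medians below the -0.15 of X, -0.18 on chromosome 10 and -0.17 on chromosome 3, and autosomal medians ranged up to 0.15. Among distal ACS, where the share of TSS sites on a chromosome plays no part, no autosome was as low as X, with -0.148 on X, -0.136 on chromosome 3 and -0.106 on chromosome 10. Chromosome 3 comes so near that a cause outside the sex chromosomes is not excluded. GC content was not tested.

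The ACS with the smallest p-values outside the genes discussed in the paper stood out in data that it does not describe. An Up ACS 125752 bp from *A1bg* lies on chromosome 7 from 102739685 to 102740196. It had a log2 fold change of 2.63 (adjusted p = 7.44e-08 from limma's voom test with Benjamini-Hochberg adjustment), and the Up ACS nearest to *Prmt6* had 3.19. Among Down ACS, the log2 fold change was -2.93 at a site 22723 bp from *Tra2a* on chromosome 4 (143571263 to 143571827, adjusted p = 1.53e-06 from the limma test). It was -0.88 at the *Fam111a* promoter on chromosome 1 (236163058 to 236163988, adjusted p = 2.26e-06 from the limma test). At a site 2183206 bp from *Tmem261* on chromosome 5 it was -1.37 (98272557 to 98273449, adjusted p = 1.31e-05 from the limma test). All of these ACS were picked as the smallest p-values among ACS without overlap between the groups. The separation of the groups and the calls under all 16 alternatives (adjusted p from 7.22e-09 to 0.00147 in limma) therefore follow in large part from the choice. Because the ACS were picked by p-value, their sizes may be overestimates. They are not all large, since the -0.88 at *Fam111a* is smaller in size than the median of all Down ACS, -0.93. At these sites every adult library lies apart from every P10 library, and the smallest size of any of their log2 fold changes over the 6 fits without a library was 0.71, so no single library carries them; this too is built into the choice, and the fits are void as a test of the pattern. The *Fam111a* ACS is the 7th of all ACS by mean count and the only one of the 10 highest that was called. Reads shared between copies of a sequence, a strain variant against the reference and GC content were not tested. A difference of age, of sex, of islet isolation or of the cells in the islets stays open.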

How the results depend on the processing

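Most alternatives were set before the data were examined. Limma-trend, robust empirical Bayes, median-of-ratios size factors and keeping every listed entry were chosen after seeing the data. Of those set before, DESeq2 with its own size factors, the robust quasi-likelihood fit, the GC-content offset and the SCRT1 motif test were not run, nor was the quasi-likelihood test itself. Spearman correlation gives no principal component, and autosomes alone give no value for chromosome X.

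The scaling between libraries had the largest effect. With column sums in place of TMM factors, the Up share of the called ACS went from 66.4% to 50.6%, with 10127 Down ACS. Cyclic loess, which was run with limma-trend and so changed the test as well as the scaling, gave 54.9% (11068 Up and 9101 Down), whereas limma-trend with TMM factors gave 63.2% (12226 Up and 7121 Down). The total reads of Table 1 as library sizes moved the median log2 fold change of all ACS by -0.82, since adult libraries hold fewer integrations in ACS per read, and left 1152 Up ACS, 61320 Down ACS (an Up share of 1.84%) and 931 genes with both. The log2 fold changes of 5 named ACS turned from positive to negative, to -0.53 at the *Mrs2* promoter, -0.13 at the *Syt4* promoter, -0.25 at the *Neurod1* site 1980 bp upstream, -0.61 at *Scrt1* and -0.028 at the *Rest* site 22455 bp upstream, which had 0.78 with TMM scaling. Each of the 5 lay above 0 by less than the median shift, so these changes of sign say little about the individual sites.

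An FDR under 0.05 left 6940 Up and 1596 Down ACS and 616 genes with both, and all of these ACS had passed the wider limit. A mean of at least 50 counts left 60990 ACS to test, with 3962 Down ACS, and raised the difference of correlations within and between ages to 0.0677; fewer ACS with large counting error enter it. With the annotation's own categories, 30.8% of the ACS had a base inside the nearest gene, where only that gene is considered. Apart from the fits that each left out a library, described below, the other counts of Up and Down ACS, including those with the alternatives chosen after seeing the data, stayed within 1.5 times the values reported.

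Across the 6 fits that each left out a library, the Up ACS numbered 8450 to 13592, the Down ACS 3667 to 8370 and the genes with both 1182 (without adult replicate 4) to 2416, with 1229 without P10 replicate 2. The lowest Down count, 3667, was without P10 replicate 2; it was 3819 without adult replicate 4 and 4058 without adult replicate 6, and fewer libraries give a weaker test. Without P10 replicate 1, where 8370 ACS were Down, the counts rose despite the smaller number of libraries, and the cause was not tested. The Up share of the called ACS stayed between 61.9% and 72.1%. The *Scrt1* promoter, which was not called, turned to -0.0083 without adult replicate 5, and its log2 fold change reached 0.41 without P10 replicate 1, against 0.20 with all libraries (adjusted p = 0.702 from limma's voom test with Benjamini-Hochberg adjustment, and 0.11 to 0.991 over the alternatives).

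The higher distal share and the lower TSS share of Up ACS kept their direction under every alternative that was run, with distal differences from 5.69 to 21.9 points. Without adult replicate 6 the TSS difference shrank from -10.3 to -6.80 points, and without P10 replicate 3 it was -16.5. The separation on the first principal component kept its direction with raw counts and with the filter on mean counts. None of the marker lists passed an adjusted p of 0.05 with fry, with an estimated correlation or with TSS ACS alone, and the class shares moved by less than their intervals when recomputed from the distances. For the 25 named ACS there were 395 values under the alternatives, of which 344 kept direction and call, 44 lost the call, 1 gained it and 6 changed sign, 5 of them with the total reads of Table 1 as library sizes. The largest loss was at an FDR under 0.05, where 9 of the 25 were no longer called.

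Depth limits the ACS with few counts. In the lowest of 10 equal groups by mean count the median standard error of the log2 fold change was 0.49, against 0.17 in the highest, so changes of moderate size were harder to call there. No paired analysis was possible because the adult and P10 libraries share no replicate number and come from different animals.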

Differences from the paper's values

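The paper reports 7.1% of the ACS as Up, against 12.2% here, and 11.8% as Down, against 6.16% here. Among the alternatives set before the data were examined, column sums without TMM factors brought both within 1.5 times the paper's values, with 10.2% Up and 9.97% Down. For Up alone, an FDR under 0.05 (6.83%) and the fits without adult replicate 4 (8.58%), adult replicate 6 (10.3%), P10 replicate 2 (8.32%) or P10 replicate 3 (9.20%) did so. For Down alone, cyclic loess with limma-trend (8.96%) and the fit without P10 replicate 1 (8.24%) did so. The total reads of Table 1, both filters on counts, autosomes alone and the fit without adult replicate 5 closed neither gap. With the direction exchanged, the paper's 7.1% stands beside 6.16% and its 11.8% beside 12.2%, and neither pair then differs by more than 1.5 times. The number of differentially accessible ACS, 18605 here, is within 1.5 times that of the paper, and each of the 4 log2 fold changes of the luciferase table that are reported lies within 1 standard error of the paper's.

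The paper describes most ACS as distal in a share lower than the 79.3% found here. By the shortest distance to the gene, which was not among the alternatives set before the data were examined, the distal share was 74.8%. It also describes Up ACS as richer in introns than Down ACS. By the midpoint of the ACS, 38.3% of the Up and 37.5% of the Down ACS lay inside a gene, with overlapping intervals, and the difference appeared when the TSS class was left out or when the annotation's own categories were used.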

Other observations

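Among the tests in this part, those on the direction of the paper's shares, on scaling, and on the count level and the background of TSS ACS were chosen after the result was seen.

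More ACS were Up than Down, where the paper gives the larger share to Down. In the authors' deposited table, the ACS past the paper's limits with a positive log2 fold change, more accessible in adults, are 11.8% of the entries (12005), and those with a negative one 7.15% (7288). In all of the former (100%) the adult mean of the normalized counts was the higher. These shares are those of the paper with the direction exchanged, which suggests that the names Up and Down were exchanged in that sentence and in the bars of Fig. 1c, although labels of the table itself cannot be checked against the reads. Calls made here and by the authors were shared at 11715 Up and 5938 Down ACS, none had opposite directions, and the log2 fold changes had a Pearson's r of 0.990 across ACS. The excess of Up ACS itself depends on scaling. With column sums the Up share of the calls was 50.6%, so how many ACS opened or closed with age may be set by the normalization as much as by the islets. No other grouping gave as many calls (1 of the 10 splits, the real one), and the other splits called between 0 and 3 ACS. With 10 splits chance cannot be excluded by their number.

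TSS ACS were lower in adults than distal ACS, by a difference of medians of -0.11 on the log2 scale. The count level as the whole source is argued against, because the difference was -0.17 or lower in each of 10 equal groups of ACS by mean count, and so is the width, with -0.10 or lower in each of 10 groups by width. A flatter signal from more background in adult libraries predicts lower fold changes at high counts. Among distal ACS the group with the highest counts instead lay 0.33 above the group with the lowest. This contrast cannot exclude background, because weak P10 sites may lower the median of the lowest group. From the ninth group to the highest, the distal median fell from 0.17 to 0.13. The difference of medians between TSS and distal ACS is not larger than what other splits of the libraries bring. In 3 of the 10 splits, the real one included, it was as large, so by this measure variation between libraries may account for it. The share of integrations in the TSS class did separate the ages without overlap. It was 25.5% ± 0.86 (SD, n = 3) in adults and 28.2% ± 0.66 (SD, n = 3) in P10 islets. With 3 libraries per group, these measures do not decide between age and variation between libraries. The calls behind the paper's statement on promoters come from the real grouping only.

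ACS with few counts leaned towards P10. The median log2 fold change was -0.20 in the lowest of the 10 groups by mean count and -0.22 after the P10 counts had been thinned to the mean adult total, which argues against the larger depth of the P10 libraries in the counts. Peaks called on deeper pooled P10 reads may still include more weak P10 sites; this was not tested.

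Up and Down ACS shared genes less often than random placement predicts, with 2047 genes holding both against at least 2420 in the shuffles. A candidate explanation is that neighbouring ACS change together, as they would under a common regulator or a regional shift in signal such as the chromosome differences above. These were not separated.

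Differences in the share of cell types between P10 and adult islets could change accessibility without any change inside a cell type. Of 10 marker lists, fixed before the data were examined and with no gene in more than 1 list, none shifted in camera. The smallest adjusted p was 0.376, and 0 lists had an unadjusted p under 0.05. The median log2 fold changes were -0.07 for acinar, -0.02 for alpha, 0.04 for beta, -0.14 for delta, -0.12 for duct, 0.08 for endothelial, -0.26 for immune, -0.0026 for mesenchyme, -0.31 for neural and Schwann, and -0.13 for cell cycle genes. In fry the endothelial list came nearest, with an adjusted p of 0.0927. Of the 748 ACS in these lists, 160 were called over all ACS, and 177 adjusted over the list alone. Medians near 0 over sites that go both ways decide little, and cell composition stays open.

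For the 62 genes of Supplementary Table 7, the paper's expression change between ages was set against the mean log2 fold change of their ACS. Across 60 genes with an ACS, which are not independent replicates, Spearman's rho was 0.0334 (permutation test, p = 0.8) and Pearson's r 0.145 (permutation test, p = 0.27). With TSS ACS alone, 48 genes gave a rho of 0.277 (permutation test, p = 0.0583, adjusted p = 0.175) and an r of 0.424 (permutation test, p = 0.00319, adjusted p = 0.0191). With the ACS of smallest p-value per gene, rho was 0.134 (permutation test, p = 0.307) and r 0.193 (permutation test, p = 0.14). These are 6 values from 3 related settings, set before the data were examined, and the Benjamini-Hochberg adjustment over them was added after the p-values had been seen. The criterion set beforehand, a positive Spearman correlation over all ACS with p under 0.05, was not met. A relation at promoters may exist, but only Pearson's r passed 0.05, so a few genes could carry it. Whether accessibility follows expression in these genes cannot be told from the weak rank correlation over all ACS.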
